# Murine bone-derived mesenchymal stem cells undergo molecular changes after a single passage in culture

**DOI:** 10.1038/s41598-024-63009-8

**Published:** 2024-05-29

**Authors:** Anastasia M. Hughes, Vincent Kuek, Joyce Oommen, Rishi S. Kotecha, Laurence C. Cheung

**Keywords:** Differentiation, Stem cells, Developmental biology, Stem cells, Cell biology

## Abstract

The rarity of the mesenchymal stem cell (MSC) population poses a significant challenge for MSC research. Therefore, these cells are often expanded in vitro, prior to use. However, long-term culture has been shown to alter primary MSC properties. Additionally, early passage primary MSCs in culture are often assumed to represent the primary MSC population in situ, however, little research has been done to support this. Here, we compared the transcriptomic profiles of murine MSCs freshly isolated from the bone marrow to those that had been expanded in culture for 10 days. We identified that a single passage in culture extensively altered MSC molecular signatures associated with cell cycling, differentiation and immune response. These findings indicate the critical importance of the MSC source, highlighting the need for optimization of culture conditions to minimize the impact on MSC biology and a transition towards in vivo methodologies for the study of MSC function.

## Introduction

Mesenchymal stem cells (MSCs) are self-renewing, multipotent stem cells that can differentiate into bone, cartilage and adipose tissue. MSCs also regulate many physiological processes including hematopoiesis, angiogenesis and inflammation via secretion of cytokines, extracellular vesicles and cell–cell contact mechanisms^1–4^. Depletion or dysfunction of the MSC population has consequently been associated with many diseases^5^. A key avenue being explored is whether the differentiation potential, cytokine secretion and immunomodulatory function of MSCs can be applied in regenerative medicine^6,7^, with administration of MSCs showing promise for the treatment of burns, diabetic wounds and acute lung injury^8–10^.

However, the rarity of the MSC population poses an ongoing limitation for preclinical and clinical application. Although MSCs can be extracted from tissue types such as skin, adipose tissue, umbilical cord and bone marrow (BM), they are present at very low frequencies^11^. MSCs account for only 0.01–0.001% of BM mononuclear cells and therefore, expansion of MSCs in vitro is required prior to clinical or laboratory use^12^. Long-term culture can however, alter MSC morphology, proliferation, transcriptome and function, thus raising concern that MSC expansion in vitro may impair therapeutic efficacy^12–18^. How cell culture impacts MSC biology and how this can be mitigated remains unclear.

While many studies have compared the properties of early and late-passage MSCs, an understanding of how primary MSCs differ to those that have been cultured remains lacking^13–18^. Here, we compared freshly isolated bone-derived MSCs (primary MSCs) to bone-derived MSCs that underwent a single passage in culture (cultured MSCs), a direct comparison that has not been undertaken in MSC research. We utilized the protocol from Houlihan et al. to isolate MSCs based on the expression of Sca-1 and PDGFRα^19^. This study reported that isolating MSCs based on Sca-1 and PDGFR-α expression avoids hematopoietic contamination, and that MSCs were highly proliferative and almost without senescence in vitro. After 10 days in culture, we identified extensive transcriptomic alterations between the two groups. Genes upregulated in cultured MSCs were associated with cell cycle, DNA replication and mitosis, while downregulated genes were associated with an impairment to MSC differentiation and immunomodulatory capabilities. Overall, our results shed light on biological differences between primary MSCs and cultured MSCs which could have implications for their application.

## Results

### A single passage of MSCs in vitro alters the expression of genes associated with essential biological processes

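RNA was sequenced from 6 samples, 2 of primary MSCs sorted directly from the digested long bones of 10-week-old female C57BL/6J mice and 4 of cultured MSCs sorted after 10 days in culture and a single passage. The primary samples were pools of 12000 cells from 4 mice and of 28000 cells from 6 mice, and the paper's text does not say which pool gave which library. Each cultured sample came from 2 mice. For these samples the mixed cells of the bone digest were cultured, and MSCs were sorted only after the culture. A difference between the groups therefore need not be a change within the same cells, since the cells present may differ too. cDNA was made with the SMART-Seq v4 kit, which amplifies full-length transcripts from small amounts of RNA, and sequenced to between 58000000 and 71000000 clean reads per sample.
The authors aligned the reads to GRCm38.p6, estimated expression with RSEM and deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of each library) for 17457 genes. These values summed to between 612104 and 642497 (median 620040) in the cultured libraries and to 559602 and 571471 in the primary libraries. The 100 most abundant genes held 32.1% ± 0.137 (SD, n = 4) of that sum in cultured MSCs and 42.8% ± 0.0990 (SD, n = 2) in primary MSCs. The FPKM values carry 2 decimals and no read counts, so the number of reads behind a single value is unknown.
The 11405 genes with at least 1 FPKM in at least 2 libraries were compared with limma on log2(FPKM + 0.1), a scale that understates the change of weakly expressed genes. A gene is described as having risen or fallen in cultured MSCs where its Benjamini-Hochberg adjusted p was under 0.05, and means are given ± SD over the 2 primary and the 4 cultured libraries. Gene lists for the processes that the paper names were written before the data were examined and tested with camera, limma's comparison of a list with all other genes. Some of these lists hold genes that the paper names as changed in these samples, which are not independent evidence of a list's direction, so tallies without them are given for most of these lists. The processes themselves are those that the paper reports as changed in these same samples. The list tests therefore retrace that result and are not independent evidence of it, also without the named genes. An exact permutation test of 4 samples against 2 cannot give a p under 0.0667, so no such test is given for single genes.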

Fluorescence-activated cell sorting was used to isolate primary MSCs and cultured MSCs and RNA sequencing was performed to identify transcriptional profiles (Figs. 1, 2A). 

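The 4 cultured libraries lay close together and far from both primary libraries. Chad, which encodes the cartilage matrix protein chondroadherin, was among the most abundant genes of primary MSCs at 4531 ± 455 FPKM and stood at 1.24 ± 0.273 in cultured MSCs. Spp1 (osteopontin) was abundant in both groups, with 3129.5 ± 926 FPKM in primary MSCs and 6264 ± 762 in cultured MSCs. For 8301 genes, 72.8% of those tested, all 4 cultured values lay on one side of both primary values, where chance gives 13.3%.
The first principal component of the log2 values held 88.8% of the variance and parted the groups, with the cultured libraries at 56.8 to 59.7 and the primary libraries at -115 and -118. The second held 6.27% and parted the primary libraries from each other, at 37.8 and -37.3, while the cultured libraries lay between -3.89 and 5.91. Across the genes tested, which are not independent replicates, the log2 values of cultured libraries correlated at 0.985 to 0.993 with each other, those of the primary libraries at 0.958, and those of a cultured with a primary library at 0.766 to 0.781. With row z-scores of FPKM the first component held 56.6%.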

To assess variance within the dataset, we performed principal component analysis which identified distinct clustering between primary MSCs and cultured MSCs (Fig. 2B). Differential expression analysis identified a total of 2165 differentially expressed genes (DEGs) in cultured MSCs when compared to primary MSCs (|Log2FC|≥ 2, q-value ≤ 0.01). Of those genes, 952 were upregulated and 1213 were downregulated (Figs. 2C, D).

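The 10 genes with the largest rise in cultured MSCs among those past both thresholds were Cdsn, Gm44504, Gm3776, Mgarp, Dlk2, Hs6st2, Tinagl1, Stbd1, Apln and Car9. Cdsn, which encodes corneodesmosin, an adhesion protein of skin cells, had 0.245 ± 0.0919 FPKM in primary MSCs and 191 ± 22.1 in cultured MSCs, a log2 fold change of 9.13 (standard error 0.18, adjusted p = 7.23e-08). Apln (apelin) and Car9 (carbonic anhydrase 9) had log2 fold changes of 6.45 and 6.33. Gm44504 was listed at 0 in both primary libraries and at 16.9 to 25.3 FPKM in the cultured libraries.
The 10 genes with the largest fall were Chad, Myoc, Tppp3, Clec3b, Cyp2f2, Mstn, Hba-a1, Hba-a2, Scg3 and Pthlh. Chad had a log2 fold change of -11.74 (standard error 0.19, adjusted p = 3.88e-08). Tppp3, a tubulin-binding protein, had 2103 ± 251 FPKM in primary MSCs and 3.01 ± 0.427 in cultured MSCs, and Clec3b (tetranectin) had 182 ± 57.7 FPKM in primary MSCs and 0.177 ± 0.0675 in cultured MSCs. Mstn (myostatin) stood at 59.5 ± 7.96 FPKM in primary MSCs and 0.0225 ± 0.0250 in cultured MSCs, near the floor of the scale. Hba-a1 and Hba-a2 are near-identical copies of the alpha-globin gene, abundant in red blood cells, so the division of reads between them is uncertain.
In all, 1633 genes had an adjusted p of at most 0.01 and a log2 fold change of at least 2 in size, and in each of them the groups did not overlap. The 10 genes drawn as upregulated in Fig. 2C and the 15 drawn as downregulated were all among them, in those directions.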

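Of the 1633 genes past both thresholds, 954 were higher and 679 were lower in cultured MSCs. Thbs1, which encodes the matrix protein thrombospondin 1, was among the higher ones with 43.8 ± 0.559 FPKM in primary MSCs and 1521 ± 174 in cultured MSCs, and Psat1, an enzyme of serine synthesis, with 3.62 ± 0.601 FPKM in primary MSCs and 132 ± 2.43 in cultured MSCs. Sfrp4, a secreted antagonist of Wnt signalling, was among the lower ones with 1286 ± 60.5 FPKM in primary MSCs and 3.11 ± 0.432 in cultured MSCs, and so was Cilp, a cartilage matrix protein, with 1509 ± 216 FPKM in primary MSCs and 3.76 ± 0.877 in cultured MSCs. With no minimum fold change and an adjusted p under 0.05, 5485 genes rose and 2008 fell, but 3346 rose and 3267 fell with median ratio scaling and 3656 rose and 3039 fell with quantile normalization.
The split depended on how the libraries were scaled. The median gene was 0.45 higher on the log2 scale in cultured MSCs, so changes of gene lists are also given relative to this median. With median ratio scaling, which brings the median to 0.02, 679 genes were higher and 850 lower. The 679 higher genes were all among the 954, and the 679 lower genes were all among the 850.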

**Figure 1:**
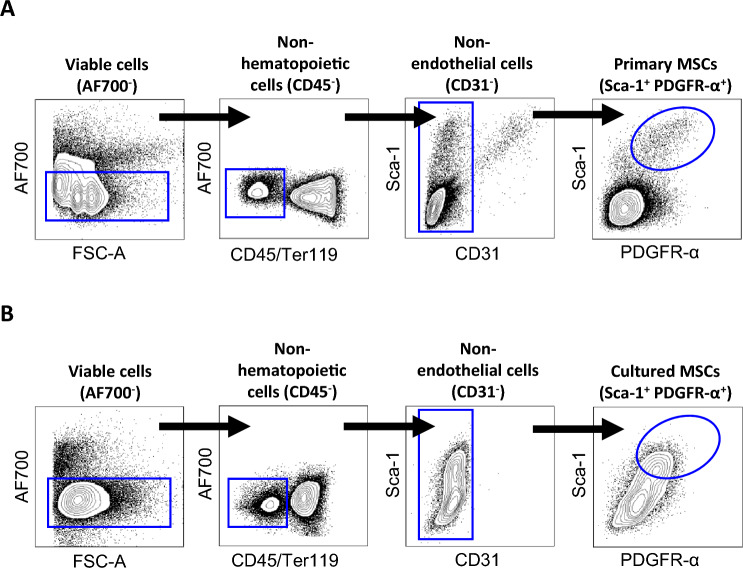
Gating strategy for MSC sorting. Viable (**A**) primary MSCs and (**B**) cultured MSCs were sorted based on cell surface markers CD45^-^Ter119^-^CD31^-^Sca-1^+^PDGFR-α^+^.

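Transcripts of the markers used to select the cells were present in both groups, and those of the excluded CD45 and CD31 were near 0. Ly6a, which encodes Sca-1, had 1384 ± 464 FPKM in primary MSCs and 1161 ± 32.2 in cultured MSCs, a log2 fold change of -0.21 that did not pass the test (adjusted p = 0.313 from limma). It passed as lower with median ratio scaling, at -0.65, with the authors' offset, at -0.60, and without primary replicate 1, at -0.56, and was 0.14 without primary replicate 2. Pdgfra was lower in cultured MSCs, with 69.7 ± 4.11 FPKM in primary MSCs and 39.6 ± 3.99 in cultured MSCs (adjusted p = 0.000486). Ptprc, which encodes CD45, stood at 0.12 to 0.47 FPKM in the cultured libraries and at 0 and 0.02 in the primary libraries, and Pecam1 (CD31) at 0.02 to 0.08 and at 0.18 and 0.62.
Of 14 tested markers of macrophages and monocytes, 13 rose in cultured MSCs and none fell, with a median 3.22 above that of all genes on the log2 scale (camera, adjusted p = 0.0157). The call was lost without primary replicate 1 (adjusted p = 0.0652) or 2 (adjusted p = 0.0648) and with an estimated correlation (adjusted p = 0.566). Lyz2, the lysozyme of myeloid cells, had 15.0 ± 4.45 FPKM in primary MSCs and 159 ± 69.0 in cultured MSCs, and Cd68 had 2.66 ± 0.184 FPKM in primary MSCs and 16.6 ± 4.31 in cultured MSCs. Lyz2 was lowest among the cultured libraries in replicate 3, at 60.6 FPKM. Of 5 tested erythroid genes, 4 fell and 1 rose, and the beta-globin gene Hbb-bs had 37.0 ± 10.8 FPKM in primary MSCs and 0.113 ± 0.0943 in cultured MSCs.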

**Figure 2:**
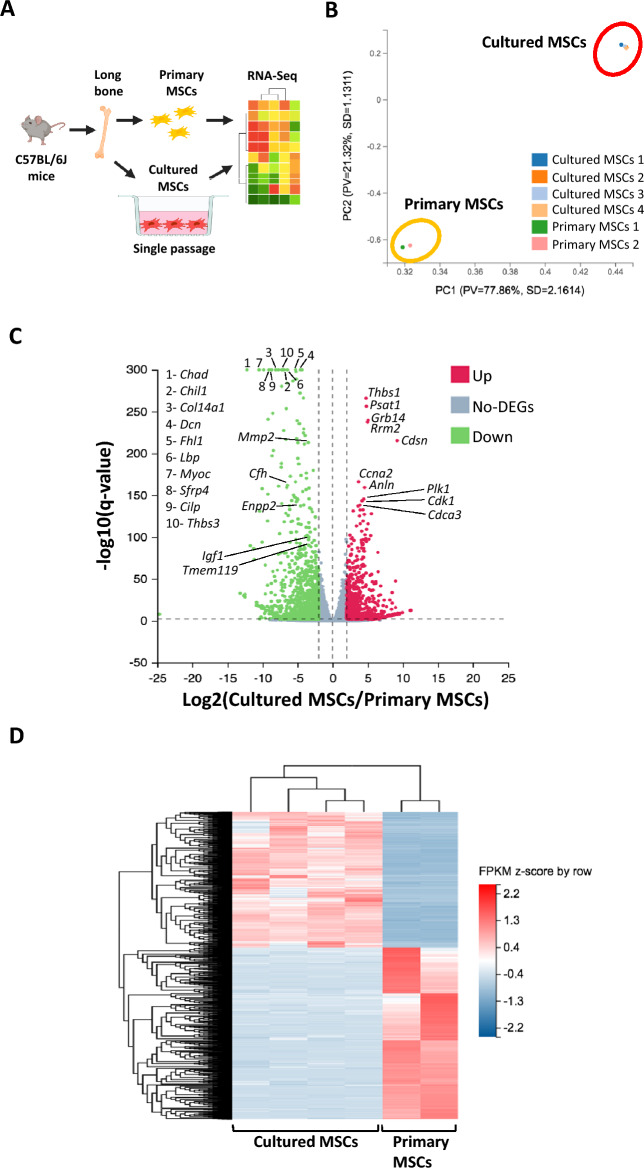
RNA sequencing reveals that cultured MSCs and primary MSCs are transcriptionally distinct. (**A**) Schematic of the experimental process to obtain cultured MSCs and primary MSCs for RNA sequencing. Schematic was generated by BioRender.com. (**B**) Principal component analysis based on row z-score of FPKM values for cultured MSC (n = 4) and primary MSC (n = 2) samples. (**C**) Volcano plot demonstrating the presence of 2165 differentially expressed genes (DEGs) in cultured MSCs compared to primary MSCs (|Log2FC|≥ 2, q-value ≤ 0.01). The top 10 most significantly upregulated DEGs and 15 selected DEGs that are significantly downregulated (according to q-value) are listed. Green represents downregulated genes; red represents upregulated genes. (**D**) Unsupervised clustering of DEGs as a heatmap. Heatmap is of FPKM values standardized by row z-score.

To understand the potential biological ramifications of this altered gene expression we performed gene set enrichment analysis (GSEA). Genes sets associated with the cell cycle, DNA replication, P53 signalling pathways and protein synthesis pathways (i.e., ribosome, biosynthesis of amino acids, RNA transport) were significantly enriched in cultured MSCs (Fig. 3A). Conversely, downregulated genes were enriched for processes including extracellular matrix (ECM) receptor interactions, cytokine-cytokine receptor signalling, and the complement and coagulation cascades, which are the essential components of the innate immune response (Fig. 3B). Furthermore, the cAMP and cGMP signalling pathways, which are important for mediating a range of cellular responses to external stimuli, were also downregulated in cultured MSCs (Fig. 3B). Collectively, this indicates that the alterations to gene expression in cultured MSCs impacts on a number of essential biological processes.

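Genes of cell division rose together in cultured MSCs, and genes of protein synthesis rose by less. Of 71 tested genes of the cell cycle and mitosis, 69 rose and 2 fell (69 higher and 2 lower when adjusted over the list alone). The cyclin Ccnb1 had 1.46 ± 0.523 FPKM in primary MSCs and 88.2 ± 12.9 in cultured MSCs, and the kinesin Kif2c had 0.435 ± 0.615 FPKM in primary MSCs and 19.8 ± 3.06 in cultured MSCs. Wee1, a kinase that holds back mitosis, and the securin Pttg1 fell, with log2 fold changes of -1.06 and -0.90. The median of the list lay 3.53 above that of all genes on the log2 scale (camera, adjusted p = 7.1e-15, and adjusted p = 0.0856 with an estimated correlation).
Of 50 genes of DNA replication, 47 rose and none fell (47 higher and 0 lower when adjusted over the list alone), among them Rrm2, the ribonucleotide reductase subunit, with 6.62 ± 0.134 FPKM in primary MSCs and 269 ± 29.7 in cultured MSCs, and Dbf4, which activates replication origins, with 0.275 ± 0.00707 FPKM in primary MSCs and 5.54 ± 1.06 in cultured MSCs. The median lay 1.27 above that of all genes (adjusted p = 1.09e-07, and adjusted p = 0.177 with an estimated correlation). Of 57 genes of p53 signalling, 38 rose, 7 fell and 12 did not pass the test (39 higher and 7 lower when adjusted over the list alone). The members that rose most were Ccnb1, Rrm2, Thbs1 and Gtse1. Of these, Ccnb1 is also in the cell cycle list and Rrm2 in that of DNA replication, so these lists are not independent. Those that fell most were Sfn and Gadd45b, with log2 fold changes of -2.69 and -1.77. For the p53 list camera gave an adjusted p of 0.00302, and of 0.0871 with an estimated correlation.
All 80 tested genes of cytosolic ribosomal proteins rose (80 higher and 0 lower when adjusted over the list alone), with a median 0.75 above that of all genes, and Rpl38 had 155 ± 29.2 FPKM in primary MSCs and 660.0 ± 109.9 in cultured MSCs. Many have near-identical pseudogenes, so single values are uncertain (adjusted p = 4.88e-12, and adjusted p = 0.282 with an estimated correlation). Of 51 genes of amino acid synthesis, 45 rose, 1 fell and 5 did not pass the test (46 higher and 1 lower when adjusted over the list alone). Phgdh, the first enzyme of serine synthesis, had 12.9 ± 4.40 FPKM in primary MSCs and 341 ± 2.90 in cultured MSCs, and glutamine synthetase (Glul) fell, with 64.9 ± 9.30 FPKM in primary MSCs and 7.87 ± 0.525 in cultured MSCs (adjusted p = 1.09e-07 for the list, and adjusted p = 0.0856 with an estimated correlation). Of 86 genes of RNA transport, 67 rose, 2 fell and 17 did not pass the test (68 higher and 2 lower when adjusted over the list alone), with the nucleoporin Nup43 at 2.77 ± 0.247 FPKM in primary MSCs and 16.6 ± 1.82 in cultured MSCs (adjusted p = 2.36e-05, and adjusted p = 0.118 with an estimated correlation).
Without the genes that the paper names, 64 of 66 rose and 2 fell in the cell cycle list, 46 of 49 rose and none fell in that of DNA replication, 35 of 54 rose and 7 fell in that of p53 signalling, and 44 of 50 rose and 1 fell in that of amino acid synthesis.

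**Figure D1:**
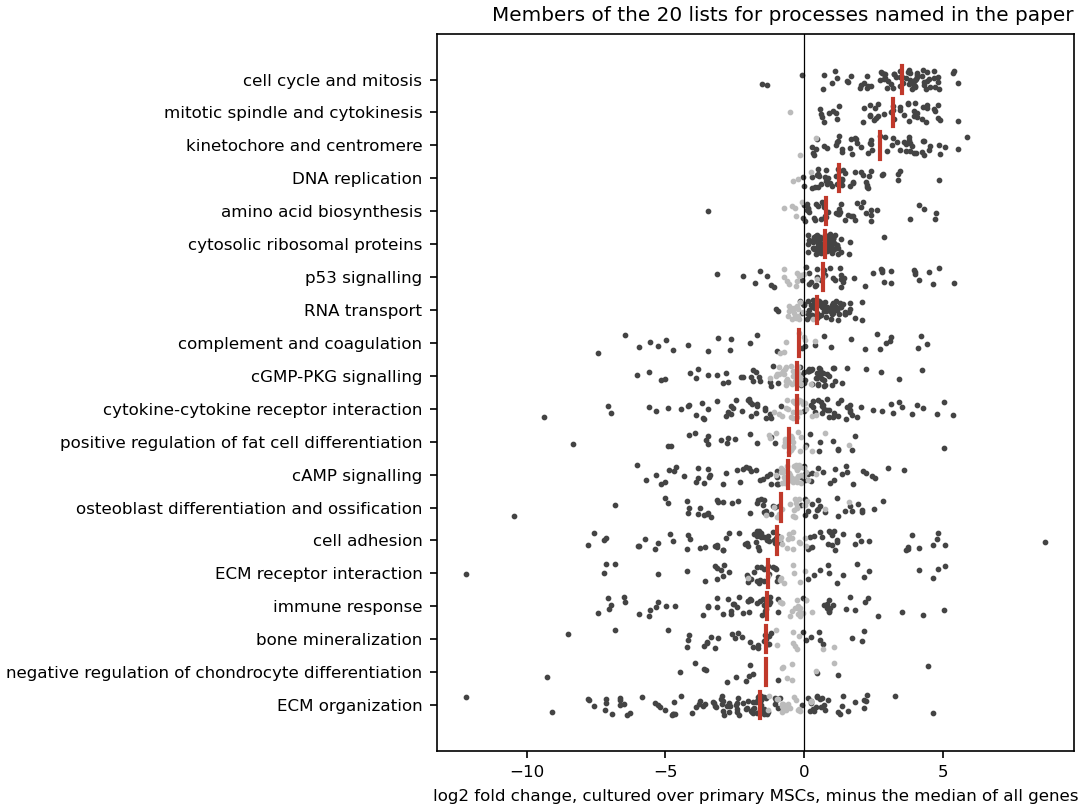
Each point is a tested gene of one of the 20 lists, placed by its log2 fold change in cultured over primary MSCs minus the median of all genes tested. Dark points had an adjusted p under 0.05, grey points did not, and red bars are list medians, which run from -1.57 for ECM organization to 3.53 for the cell cycle.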

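Genes of matrix receptors and their ligands fell more often than they rose, while genes of cytokine signalling and of complement went both ways. Of 56 tested genes of ECM receptor interaction, 14 rose, 33 fell and 9 did not pass the test (15 higher and 34 lower when adjusted over the list alone). Ibsp, the bone sialoprotein, had 721 ± 439 FPKM in primary MSCs and 7.89 ± 1.03 in cultured MSCs, and Tnxb (tenascin X) had 123 ± 71.9 FPKM in primary MSCs and 1.01 ± 0.283 in cultured MSCs. Itgb7 and Hmmr rose, by 5.53 and 5.29 on the log2 scale. The median of the receptor list lay at -1.29 relative to all genes (camera, adjusted p = 2.5e-07, and adjusted p = 0.118 with an estimated correlation).
Of 99 genes of cytokines and their receptors, 40 rose, 36 fell and 23 did not pass the test (41 higher and 37 lower when adjusted over the list alone). The chemokine Ccl11 fell, with 15.5 ± 8.85 FPKM in primary MSCs and 0.0650 ± 0.105 in cultured MSCs, while the interleukin 1 receptor antagonist Il1rn had 0.610 ± 0.325 FPKM in primary MSCs and 40.7 ± 14.1 in cultured MSCs and the chemokine Cxcl5 0.0800 ± 0.0424 FPKM in primary MSCs and 7.95 ± 1.72 in cultured MSCs. The median was 0.19 before and -0.26 after the median of all genes was taken off (adjusted p = 0.0197, and adjusted p = 0.185 with an estimated correlation). With median ratio scaling 33 rose and 43 fell, and the list no longer passed (adjusted p = 0.201). It passed as lower with fgsea on signal-to-noise ratios (normalized enrichment score -1.595, adjusted p = 0.00303). Fisher's exact test of its genes among those past the paper's thresholds gave an adjusted p of 1.62e-06 for the lower and 0.0215 for the higher ones.
Of 37 genes of complement and coagulation, 15 rose, 15 fell and 7 did not pass the test (15 higher and 15 lower when adjusted over the list alone). The C1 inhibitor Serping1 fell from 1618 ± 138 FPKM in primary MSCs to 13.2 ± 4.06 in cultured MSCs. Masp1, a protease of the lectin pathway, rose, with 3.52 ± 2.07 FPKM in primary MSCs and 96.8 ± 8.87 in cultured MSCs, as did C1qb and C1qc, which macrophages express, by 4.55 and 4.68. Among the cultured libraries C1qb was lowest in replicate 3, as were 12 of the 13 macrophage markers that rose. For complement and coagulation the median was 0.26 before and -0.19 after the median of all genes was taken off (adjusted p = 0.00324, and adjusted p = 0.0871 with an estimated correlation). Median ratio scaling changed the tally, so that 12 rose and 18 fell, and the adjusted p was 0.0642. The complement list passed as lower with fgsea (normalized enrichment score -1.909, adjusted p = 0.000833). Its adjusted p from Fisher's exact test was 3.78e-06 for the lower and 0.00207 for the higher genes. Without the genes that the paper names, 13 of 53 rose and 31 fell among ECM receptor genes.

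**Figure D2:**
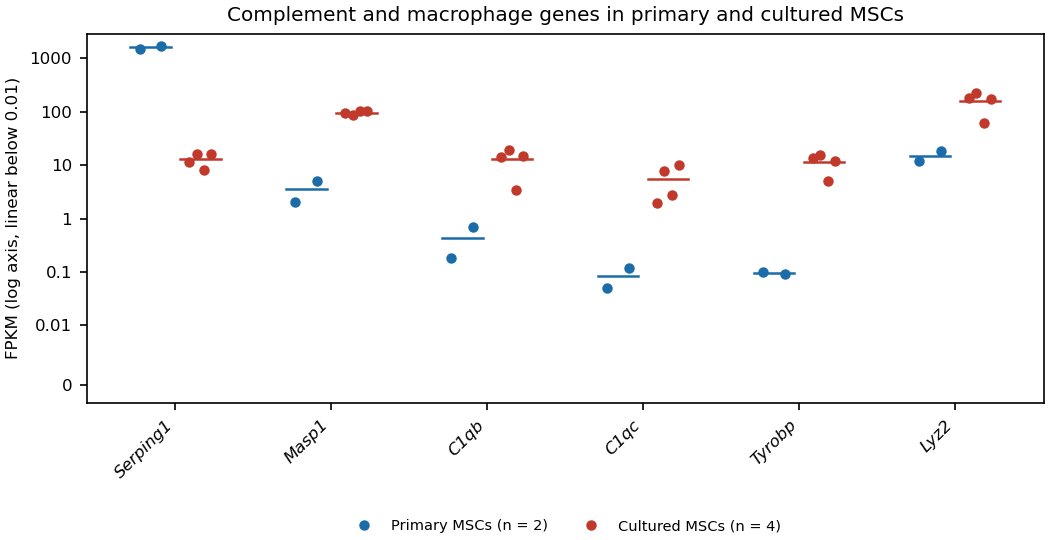
FPKM of genes of complement and macrophages in each library, on a log axis that is linear below 0.01, with points for libraries and bars for means. Serping1 lies lower, and the other 5 genes higher, in all 4 cultured libraries than in both primary libraries.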

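Genes of cAMP signalling fell more often than they rose in cultured MSCs, and the balance of cGMP-PKG genes depended on the scaling. Npr1, the receptor of atrial natriuretic peptide that makes cGMP, was listed at 4.68 and 5.96 FPKM in primary MSCs and at 0 in 3 of the 4 cultured libraries. Ptger3, a prostaglandin E2 receptor, had 5.14 ± 2.30 FPKM in primary MSCs and 0.0500 ± 0.100 in cultured MSCs, and Fxyd1 (phospholemman), a regulator of the sodium pump, had 576 ± 26.2 FPKM in primary MSCs and 19.4 ± 3.88 in cultured MSCs. Adra1d, an adrenergic receptor, was listed at 0 in both primary libraries and at 1.19 to 1.56 FPKM in the cultured libraries, and Bdnf and the Ras-related Rras2 rose by 4.07 and 3.46 on the log2 scale.
Of 96 tested genes of cAMP signalling, 23 rose, 34 fell and 39 did not pass the test (22 higher and 33 lower when adjusted over the list alone), while 13 rose and 50 fell with median ratio scaling. The median lay at -0.58 relative to all genes (camera, adjusted p = 9.88e-05, and adjusted p = 0.059 with an estimated correlation). Of 96 genes of cGMP-PKG signalling, 41 rose, 24 fell and 31 did not pass the test (41 higher and 24 lower when adjusted over the list alone). Nfatc2, also of that list, fell, with 5.27 ± 1.33 FPKM in primary MSCs and 0.0600 ± 0.0678 in cultured MSCs, while Prkg2, a cGMP-dependent kinase, rose, with 0.690 ± 0.240 FPKM in primary MSCs and 7.11 ± 1.19 in cultured MSCs. The cGMP-PKG list did not pass camera (adjusted p = 0.0791, median -0.25 relative to all genes, and adjusted p = 0.118 with an estimated correlation). With median ratio scaling 22 of its genes rose and 39 fell. It passed with fgsea on signal-to-noise ratios (normalized enrichment score -1.42, adjusted p = 0.0167) and without primary replicate 2 (adjusted p = 0.0305).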

**Figure 3:**
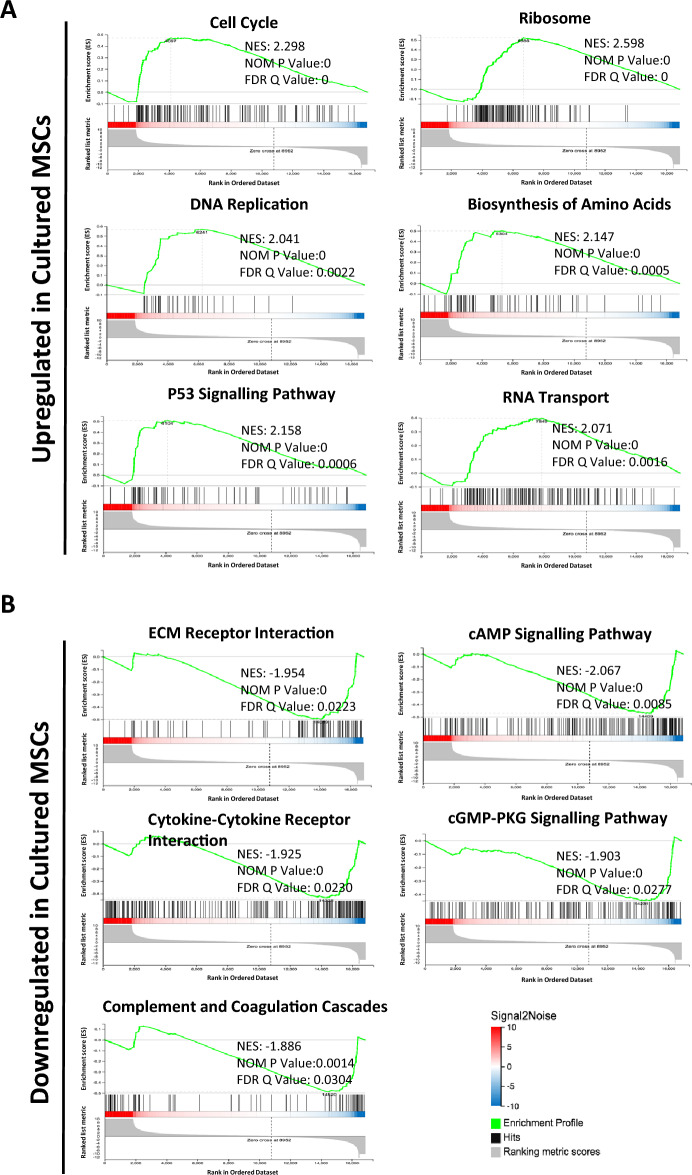
Gene set enrichment analysis of cultured MSCs and primary MSCs. Gene set enrichment analysis (GSEA) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database demonstrating **(A)** Gene sets upregulated in cultured MSCs and **(B)** Gene sets downregulated in cultured MSCs. For GSEA, a |normalized enrichment score (NES)|≥ 1, nominal (NOM) p-value ≤ 0.05 and false discovery rate (FDR) q-value ≤ 0.25 were used as threshold values.

### Gene ontology enrichment analysis reveals that genes upregulated in cultured MSCs are associated with cell cycle and cell division

Further insight into the functional profile of cultured MSCs was gained by performing gene ontology (GO) enrichment analysis. Genes observed to be upregulated in cultured MSCs, such as cyclin A2 (*Ccna2*) (Log2FC = 3.69) and anillin (*Anln*) (Log2FC = 4.53), were enriched for biological processes including the ‘cell cycle’ and ‘cell division’ (Fig. 4A). Furthermore, processes such as ‘chromosome segregation’, ‘mitotic sister chromatid segregation’, ‘mitotic cell cycle’ and ‘mitotic cytokinesis’, were also enriched in upregulated DEGs. 

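Both genes stood well above primary MSCs in every cultured library. Ccna2, the cyclin of DNA synthesis and early mitosis, lies on chromosome 3 of GRCm38.p6 from 36564865 to 36573038 and had 2.31 ± 0.0778 FPKM in primary MSCs and 38.8 ± 1.67 in cultured MSCs. This is a log2 fold change of 4.01 (standard error 0.11, adjusted p = 1.99e-07) from limma. Anln, an actin-binding protein of the cleavage furrow, lies on chromosome 9 of GRCm38.p6 from 22331214 to 22389211 and had 1.48 ± 0.184 FPKM in primary MSCs and 45.5 ± 4.41 in cultured MSCs, a log2 fold change of 4.85 (standard error 0.14, adjusted p = 2.17e-07). Relative to the median of all genes, the changes were 3.57 and 4.41.
Mki67, the gene of the proliferation marker Ki67, rose as well, with 0.505 ± 0.0778 FPKM in primary MSCs and 6.61 ± 0.665 in cultured MSCs. Melk and Ttk, kinases of dividing cells, had log2 fold changes of 5.81 and 5.32. Plk1 and Cdk1, the kinases that drive mitosis, had 4.75 and 4.44. Pcna, the sliding clamp of DNA polymerases, rose by less, by 0.95 (adjusted p = 0.00169).

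**Figure D3:**
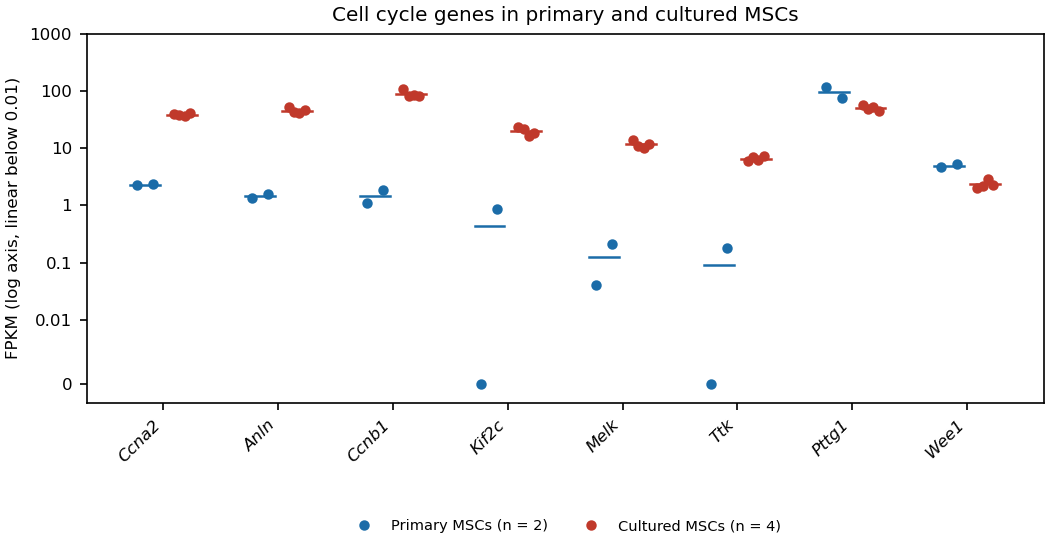
FPKM of cell cycle genes in each library, on a log axis that is linear below 0.01, with points for libraries and bars for means. Ccna2 to Ttk lie higher, and Pttg1 and Wee1 lower, in all 4 cultured libraries than in both primary libraries.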

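Genes of the mitotic spindle and of cytokinesis rose almost without exception in cultured MSCs. Of 47 tested members, 46 rose, none fell and 1 did not pass the test (46 higher and 0 lower when adjusted over the list alone). Aurka, the kinase of spindle poles, had 1.03 ± 0.184 FPKM in primary MSCs and 43.6 ± 4.43 in cultured MSCs. Hmmr and Spag5, which organise spindle microtubules, had 0.415 ± 0.148 FPKM in primary MSCs and 19.7 ± 2.42 in cultured MSCs and 0.230 ± 0.325 FPKM in primary MSCs and 9.54 ± 1.30 in cultured MSCs. Past the paper's thresholds were 36 of the genes, all higher.
The median lay 3.22 above that of all genes on the log2 scale (camera, adjusted p = 1.02e-11, and adjusted p = 0.103 with an estimated correlation). Without the genes that the paper names, 44 of 45 rose and none fell.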

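Genes of the kinetochore, the protein complex that joins chromosomes to the spindle, and of the centromere rose in cultured MSCs. Of 55 tested genes, 53 rose, none fell and 2 did not pass the test (54 higher and 0 lower when adjusted over the list alone), and 40 passed the paper's thresholds. Ska3, a kinetochore protein, had 0.160 ± 0.0848 FPKM in primary MSCs and 11.7 ± 1.33 in cultured MSCs. Spdl1, which brings dynein to the kinetochore, was listed at 0 in both primary libraries and at 7.30 to 8.87 FPKM in the cultured libraries. The list median lay 2.75 above that of all genes on the log2 scale (camera, adjusted p = 2.89e-11, and adjusted p = 0.103 with an estimated correlation). Leaving out the genes that the paper names, 52 of 54 rose and none fell.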

In line with these findings, upregulated genes were associated with nuclear cellular components such as the ‘chromosome’, ‘centromeric region’, ‘kinetochore’ and ‘spindle’ (Fig. 4B). The upregulation of *Ccna2* and *Anln* by MSCs following culture was further confirmed by quantitative reverse transcription polymerase chain reaction (RT-qPCR) (Fig. 4C). Taken together, we identified a clear transcriptomic enrichment for cell cycling and DNA replication-related processes.

**Figure 4:**
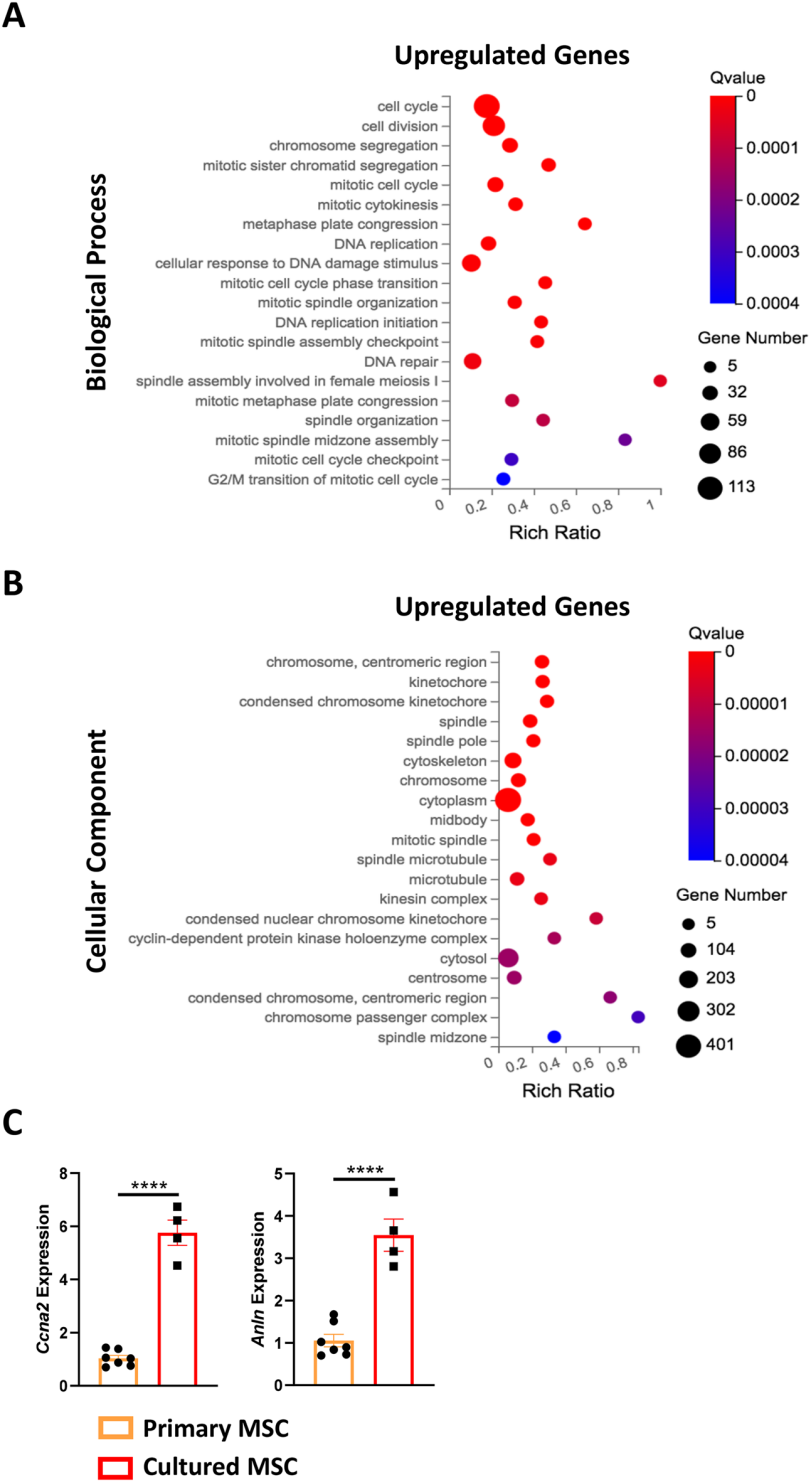
Gene ontology enrichment analysis and RT-qPCR validation of the upregulated genes in cultured MSCs compared to primary MSCs. (**A**) Gene ontology (GO) analysis of biological processes enriched in the 952 genes upregulated in cultured MSCs. The top 20 significantly enriched biological processes are displayed (based on q-value ≤ 0.05). (**B**) GO analysis of cellular components enriched in the 952 genes upregulated in cultured MSCs. The top 20 significantly enriched cellular components are displayed. (**C**) Upregulation of *Ccna2* and *Anln* genes as validated by RT-qPCR analysis. All datapoints are presented as biological replicates (n = 7 for primary MSCs and n = 4 for cultured MSCs). Data presented as mean ± SEM relative to primary MSCs. ****p ≤ 0.0001.

### Gene ontology enrichment analysis reveals that genes downregulated in cultured MSCs are associated with differentiation and immune responses

GO enrichment analysis of genes downregulated in cultured MSCs identified an enrichment for biological processes that are essential for physiological MSC function. For instance, genes associated with ‘osteoblast differentiation’, including myocilin (*Myoc*) (Log2FC =  − 10.46), insulin-like growth factor 1 (*Igf1*) (Log2FC =  − 3.44) and transmembrane protein 119 (*Tmem119*) (Log2FC =  − 3.44), were downregulated in cultured MSCs (Figs. 2C, 5A). Likewise, genes associated with ‘ossification’ and ‘bone mineralization’ were also downregulated in cultured MSCs, implying that cultured MSCs possess impaired osteogenic potential (Fig. 5A). Similarly, genes associated with promoting adipocyte differentiation (‘positive regulation of fat cell differentiation’) were also downregulated in cultured MSCs. In contrast, genes involved in the ‘negative regulation of chondrocyte differentiation’ were downregulated, demonstrating a potential bias towards the chondrogenic lineage in cultured MSCs (Fig. 5A). 

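Myoc, Igf1 and Tmem119 were lower in all 4 cultured libraries than in both primary libraries. Myoc, which encodes the secreted protein myocilin, lies on chromosome 1 of GRCm38.p6 from 162639150 to 162649694 and had 1754 ± 455 FPKM in primary MSCs and 1.62 ± 0.481 in cultured MSCs, a log2 fold change of -10.01 (standard error 0.27, adjusted p = 1.89e-07) from limma. Igf1, a growth factor of bone and muscle, lies on chromosome 10 of GRCm38.p6 from 87858265 to 87937047 and had 44.6 ± 7.50 FPKM in primary MSCs and 5.36 ± 0.554 in cultured MSCs, a log2 fold change of -3.03 (standard error 0.16, adjusted p = 2.62e-06). Tmem119, a membrane protein of osteoblasts, lies on chromosome 5 of GRCm38.p6 from 113793729 to 113800396 and had 176 ± 21.4 FPKM in primary MSCs and 21.1 ± 3.07 in cultured MSCs, a log2 fold change of -3.06 (standard error 0.15, adjusted p = 2.26e-06).
Of 72 tested genes of osteoblast differentiation and ossification, 21 rose, 31 fell and 20 did not pass the test (21 higher and 31 lower when adjusted over the list alone). Under median ratio scaling 12 rose and 38 fell. Dlx3, a homeobox factor of bone, had 16.4 ± 5.69 FPKM in primary MSCs and 0.630 ± 0.304 in cultured MSCs, and the morphogen Bmp6 had 4.75 ± 0.0636 FPKM in primary MSCs and 0.128 ± 0.0665 in cultured MSCs. Runx2, the transcription factor that starts osteoblast differentiation, rose, with 2.40 ± 0.608 FPKM in primary MSCs and 7.56 ± 0.638 in cultured MSCs, as did Msx2 and Epha2, by 2.98 and 3.28 on the log2 scale. Over the list the median lay at -0.84 relative to all genes (camera, adjusted p = 1.88e-05, and adjusted p = 0.113 with an estimated correlation). Without the genes that the paper names, 21 of 69 rose and 28 fell, and the median was -0.50 relative to all genes.

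**Figure D4:**
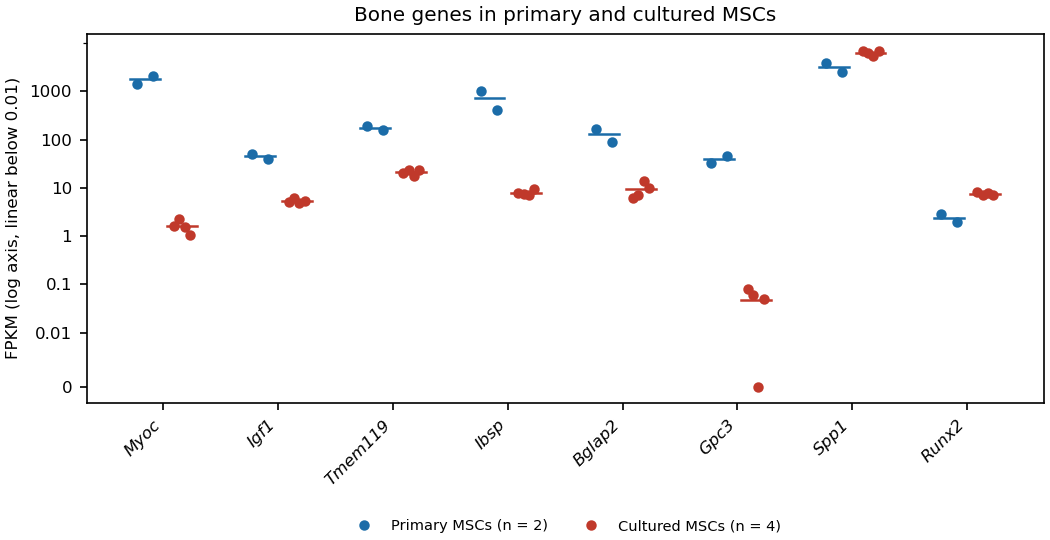
FPKM of bone genes in each library, on a log axis that is linear below 0.01, with points for libraries and bars for means. Myoc to Gpc3 lie lower, and Spp1 and Runx2 higher, in all 4 cultured libraries than in both primary libraries.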

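Most genes of bone mineralization that changed fell in cultured MSCs. Of 45 tested members, 9 rose, 27 fell and 9 did not pass the test (10 higher and 27 lower when adjusted over the list alone). Alpl, the alkaline phosphatase that osteoblasts need to mineralize bone, had 81.9 ± 11.8 FPKM in primary MSCs and 11.1 ± 3.32 in cultured MSCs, a log2 fold change of -2.92 (standard error 0.27, adjusted p = 4.85e-05) from limma. Osteocalcin, from the near-identical genes Bglap and Bglap2 whose reads are hard to tell apart, fell as well, with Bglap2 at 129 ± 55.6 FPKM in primary MSCs and 9.33 ± 3.42 in cultured MSCs. Gpc3, a cell surface proteoglycan, had 39.0 ± 9.92 FPKM in primary MSCs and 0.0475 ± 0.0340 in cultured MSCs. Rspo2, an activator of Wnt signalling, and Ostn (osteocrin) rose, by 2.54 and 2.62 on the log2 scale.
For the mineralization list the median lay at -1.36 relative to all genes (camera, adjusted p = 6.05e-09, and adjusted p = 0.0856 with an estimated correlation). Leaving out the genes that the paper names, 9 of 44 rose and 26 fell. Of 12 tested markers of osteoblasts and osteocytes, which share genes with this list, 7 fell and 4 rose. The paper takes the lower expression of genes of ossification and bone mineralization as implying that cultured MSCs possess impaired osteogenic potential.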

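Genes that promote adipocyte differentiation went both ways, with more falls than rises. Of 50 tested genes, 10 rose, 16 fell and 24 did not pass the test (8 higher and 16 lower when adjusted over the list alone), while 6 rose and 25 fell with median ratio scaling. Rarres2, which encodes the adipokine chemerin, had 245 ± 25.1 FPKM in primary MSCs and 0.927 ± 0.0957 in cultured MSCs. Ebf2 and Zfp423, transcription factors of adipocyte precursors, had 8.77 ± 2.04 FPKM in primary MSCs and 0.302 ± 0.0714 in cultured MSCs and 10.7 ± 2.04 FPKM in primary MSCs and 0.443 ± 0.124 in cultured MSCs. Pparg, the main transcription factor of fat cells, rose, with 0.180 ± 0.170 FPKM in primary MSCs and 11.4 ± 0.823 in cultured MSCs, a log2 fold change of 5.50 (standard error 0.34, adjusted p = 5.7e-06) from limma. Ptgs2 rose too, by 2.30 on the log2 scale.
The median change was -0.54 relative to all genes (camera, adjusted p = 0.000186, and adjusted p = 0.103 with an estimated correlation). Leaving out the genes that the paper names, 10 of 49 rose and 15 fell. Of 10 tested markers of mature adipocytes, 5 rose and 4 fell. Fabp4, a lipid carrier, had 2.04 ± 1.51 FPKM in primary MSCs and 13.3 ± 1.28 in cultured MSCs, and the hormone gene Adipoq had 5.16 ± 4.70 FPKM in primary MSCs and 0.400 ± 0.446 in cultured MSCs, a fall that did not pass without primary replicate 1. The adipocyte list did not pass camera (adjusted p = 0.692).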

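Of 22 tested genes that restrain chondrocyte differentiation, 3 rose, 12 fell and 7 did not pass the test (3 higher and 12 lower when adjusted over the list alone). Pthlh, the hormone that keeps growth plate chondrocytes from maturing, had 107 ± 1.86 FPKM in primary MSCs and 0.188 ± 0.206 in cultured MSCs, and its receptor gene Pth1r had 9.39 ± 3.01 FPKM in primary MSCs and 1.01 ± 0.441 in cultured MSCs. Rarb, a retinoic acid receptor, and Wnt9a fell, with log2 fold changes of -4.03 and -3.49. The BMP antagonist Grem1 and the transcription factor Snai2 rose, by 4.93 and 1.66. The list median lay at -1.38 relative to all genes (camera, adjusted p = 2.92e-05, and adjusted p = 0.0804 with an estimated correlation).
Of 18 tested chondrocyte markers, 8 fell, 4 rose and 6 did not pass the test (median -1.50 relative to all genes, adjusted p = 0.00208, and adjusted p = 0.533 with an estimated correlation). Without primary replicate 1 the adjusted p was 0.0773, and without the genes that the paper names the median was -0.97. Snorc, a cartilage proteoglycan, had 24.4 ± 10.3 FPKM in primary MSCs and 0.507 ± 0.227 in cultured MSCs, and Comp (cartilage oligomeric matrix protein) had 4442 ± 1228 FPKM in primary MSCs and 643 ± 76.1 in cultured MSCs. Col2a1, the collagen of cartilage, rose, with 105 ± 94.4 FPKM in primary MSCs and 518 ± 168 in cultured MSCs, a log2 fold change of 2.62 (standard error 0.54, adjusted p = 0.00322).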

Overall, a clear perturbation to cultured MSC differentiation potential is evident at the molecular level.

**Figure 5:**
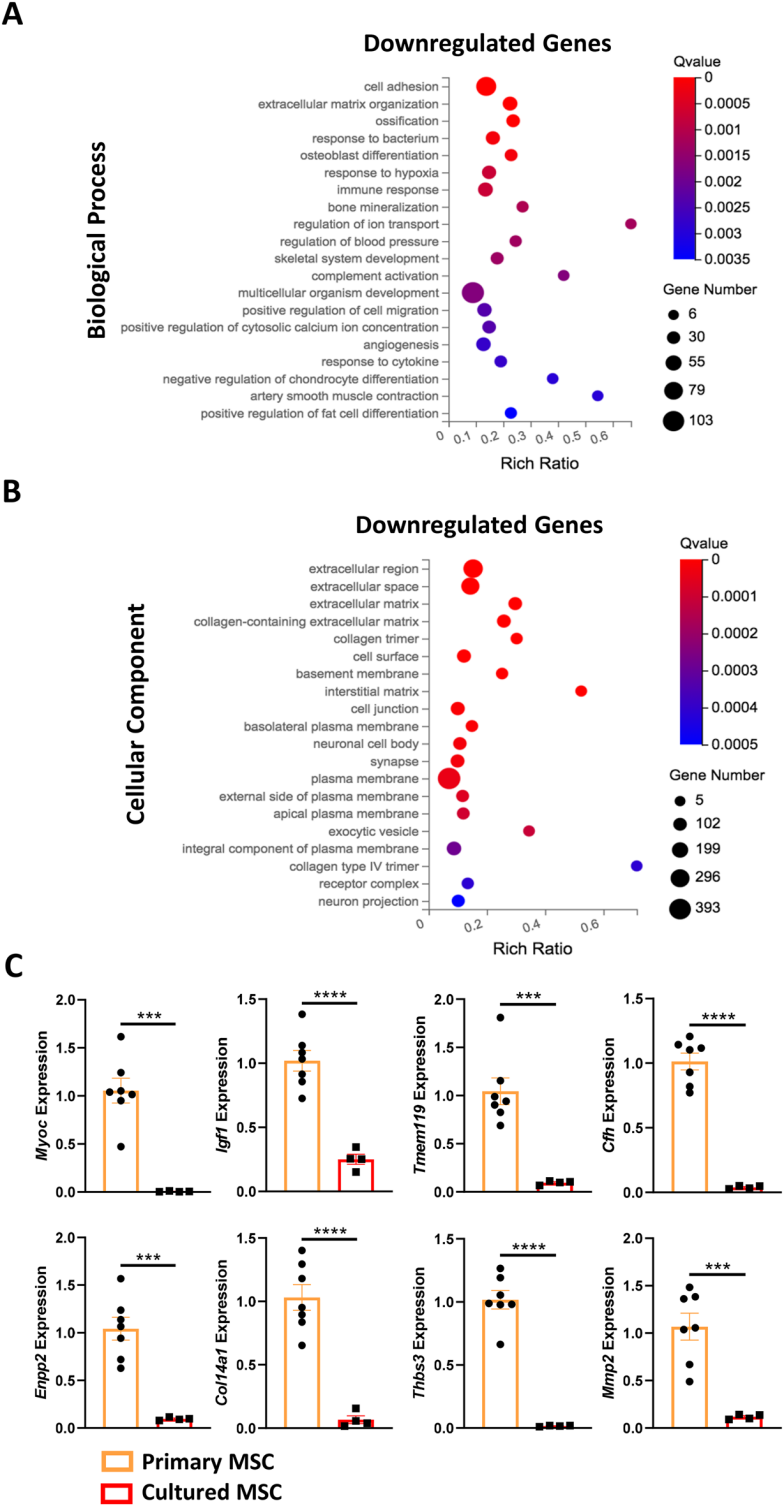
Gene ontology enrichment analysis and RT-qPCR validation of the downregulated genes in cultured MSCs compared to primary MSCs. (**A**) Gene ontology (GO) analysis of biological processes enriched in the 1213 genes downregulated in cultured MSCs. The top 20 significantly enriched biological processes are displayed (based on q-value ≤ 0.05). (**B**) GO analysis of cellular components enriched in the 1213 genes downregulated in cultured MSCs. The top 20 significantly enriched cellular components are displayed. (**C**) Downregulation of *Myoc*, *Igf1*, *Tmem119*, *Cfh*, *Enpp2*, *Col14a1*, *Thbs3* and *Mmp2* genes as validated by RT-qPCR analysis. All datapoints are presented as biological replicates (n = 7 for primary MSCs and n = 4 for cultured MSCs). Data presented as mean ± SEM relative to primary MSCs. ***p ≤ 0.001, ****p ≤ 0.0001.

Another essential function performed by MSCs is modulation of the immune response via interactions with B cells, T cells, natural killer cells and dendritic cells^1^. GO enrichment analysis identified that ‘immune response’ and ‘complement activation’ processes were downregulated in cultured MSCs. Specifically, cultured MSCs exhibited decreased expression of genes such as complement factor H (*Cfh*) (Log2FC =  − 6.45) and ectonucleotide pyrophosphatase/phosphodiesterase 2 (*Enpp2*) (Log2FC =  − 4.59) (Fig. 2C). These results suggest that the immunomodulatory capabilities of MSCs may also be impaired following a single passage in vitro.

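Genes of the immune response fell more often than they rose in cultured MSCs. Of 80 tested members, 18 rose, 45 fell and 17 did not pass the test (20 higher and 45 lower when adjusted over the list alone). Chil1, a chitinase-like protein, had 249.8 ± 44.9 FPKM in primary MSCs and 2.52 ± 0.303 in cultured MSCs. The chemokine Ccl19 was listed at 0 in all 4 cultured libraries and at 12.7 and 6.52 FPKM in the primary libraries. Il1rl1, the receptor of interleukin 33, rose, with 8.89 ± 0.849 FPKM in primary MSCs and 247 ± 61.0 in cultured MSCs. The list median lay at -1.32 relative to all genes (camera, adjusted p = 1.61e-08, and adjusted p = 0.0507 with an estimated correlation).
Without the genes that the paper names, 18 of 76 rose and 41 fell. Macrophage genes moved the other way, with Tyrobp, a signalling adaptor of myeloid cells, at 0.0950 ± 0.00707 FPKM in primary MSCs and 11.4 ± 4.48 in cultured MSCs and Laptm5 at 0.0200 ± 0.0283 FPKM in primary MSCs and 4.99 ± 2.97 in cultured MSCs.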

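Enpp2, which encodes the enzyme autotaxin that makes lysophosphatidic acid, fell in every cultured library compared with both primary libraries. It lies on chromosome 15 of GRCm38.p6 from 54838901 to 54952789 and had 92.5 ± 20.2 FPKM in primary MSCs and 4.93 ± 0.630 in cultured MSCs, a log2 fold change of -4.19 (standard error 0.17, adjusted p = 8.88e-07) from limma. Relative to the median of all genes, the change was -4.64.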

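Some genes of secreted and cell surface proteins fell in cultured MSCs and others rose. Igfbp6, a secreted binding protein of insulin-like growth factors, was abundant in primary MSCs and fell, with 4383 ± 6.79 FPKM in primary MSCs and 545 ± 49.6 in cultured MSCs. Angptl1, a secreted angiopoietin-like protein, had 199.6 ± 31.7 FPKM in primary MSCs and 0.647 ± 0.259 in cultured MSCs, and Pi16, a marker of fibroblasts of the adventitia, had 51.2 ± 18.5 FPKM in primary MSCs and 0.0300 ± 0.0141 in cultured MSCs. At the cell surface, Lepr, the leptin receptor of marrow stroma, had 34.6 ± 1.34 FPKM in primary MSCs and 3.19 ± 0.926 in cultured MSCs, and Itgb3, an integrin subunit, had 13.0 ± 0.297 FPKM in primary MSCs and 0.885 ± 0.289 in cultured MSCs. Each of these 5 was lower in all 4 cultured libraries than in both primary libraries, with adjusted p values from limma of 4.78e-07, 1.5e-06, 4.06e-07, 1.24e-05 and 1.88e-05. Il1rn, Cxcl5 and Itgb7 rose, by 5.84, 5.48 and 5.53 on the log2 scale. No list of these cellular components was written, so no test of them as a group is given.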

Finally, GO enrichment analysis of cellular components identified that downregulated genes were associated with the ‘extracellular region’, ‘extracellular space’, ‘cell surface’ and ‘plasma membrane’ (Fig. 5B). In addition, GO enrichment analysis identified enrichment of biological processes including ‘cell adhesion’ and ‘ECM organisation’, demonstrating that downregulated genes are important for intercellular interaction and regulating the ECM (Fig. 5A). Specifically, genes mediating cell–cell adhesion such as collagen type XIV alpha 1 (*Col14a1*) (Log2FC =  − 8.11) and thrombospondin 3 (*Thbs3*) (Log2FC =  − 7.24) were downregulated in cultured MSCs (Fig. 2C). 

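Genes of ECM organization fell in larger numbers than those of any other list for a process named in the paper. This list also had the most genes tested, which favours a large number. Of 136 tested members, 28 rose, 86 fell and 22 did not pass the test (30 higher and 87 lower when adjusted over the list alone). Cilp2, a cartilage matrix protein, had 432 ± 122 FPKM in primary MSCs and 2.67 ± 0.827 in cultured MSCs. Lox, the enzyme that crosslinks collagen, rose, with 146 ± 54.4 FPKM in primary MSCs and 1878 ± 170.4 in cultured MSCs. ECM organization had a median of -1.57 relative to all genes (camera, adjusted p = 2.65e-16, and adjusted p = 0.0856 with an estimated correlation).
Of 92 tested genes of cell adhesion, 31 rose, 48 fell and 13 did not pass the test (33 higher and 48 lower when adjusted over the list alone). Col15a1, a collagen of basement membranes, had 19.1 ± 1.34 FPKM in primary MSCs and 0.0400 ± 0.0245 in cultured MSCs. Cell adhesion had a median of -0.95 relative to all genes (adjusted p = 6.39e-06, and adjusted p = 0.142 with an estimated correlation). Without the genes that the paper names, 27 of 130 rose and 81 fell in the ECM list, and 29 of 88 rose and 46 fell in the adhesion list.
Of 17 tested markers of tendon and ligament, which share members with these lists, 13 fell and 2 rose (median -3.56 relative to all genes, adjusted p = 3.3e-10, and adjusted p = 0.0258 with an estimated correlation). Leaving out the genes that the paper names, 10 of 14 fell and 2 rose, with a median of -2.60. Tnmd (tenomodulin) had 236 ± 44.8 FPKM in primary MSCs and 0.728 ± 0.436 in cultured MSCs, while Scx, the transcription factor of tendon cells, had 3.04 ± 1.25 FPKM in primary MSCs and 6.58 ± 0.356 in cultured MSCs.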

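Col14a1, a collagen that binds collagen fibrils, lies on chromosome 15 of GRCm38.p6 from 55307644 to 55520803 and had 69.0 ± 2.56 FPKM in primary MSCs and 0.328 ± 0.0714 in cultured MSCs, a log2 fold change of -7.35 (standard error 0.22, adjusted p = 2.69e-07) from limma. Thbs3, a matrix glycoprotein, lies on chromosome 3 of GRCm38.p6 from 89215180 to 89226841 and had 188 ± 16.8 FPKM in primary MSCs and 1.63 ± 0.275 in cultured MSCs, a log2 fold change of -6.78 (standard error 0.18, adjusted p = 1.78e-07). Every cultured value lay below both primary values in each gene.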

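Mmp2, a gelatinase, lies on chromosome 8 of GRCm38.p6 from 92827290 to 92853421 and had 968 ± 53.5 FPKM in primary MSCs and 111 ± 7.48 in cultured MSCs. This is a log2 fold change of -3.13 (standard error 0.10, adjusted p = 2.88e-07) from limma, and the 4 cultured values, from 102 to 119 FPKM, lay far below the primary values of 1006 and 930.0.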

Matrix metalloproteinase 2 (*Mmp2*) (Log2FC =  − 3.51), which is responsible for ECM breakdown and remodelling was also downregulated in cultured MSCs (Fig. 2C). Downregulation of these genes in cultured MSCs compared to primary MSCs was confirmed by RT-qPCR (Fig. 5C). These findings suggest alterations to the mechanisms by which MSC’s interact with the microenvironment following a single passage in vitro.

## Discussion

Over the years, extensive research has established the role of MSCs in diseases such as cancer^20,21^. MSC-based regenerative therapies have been trialled and implemented for a range of injuries and illnesses^11,22^. However, the rarity of this stem cell population necessitates its expansion in culture prior to clinical use. The most commonly used passages for transplantation are from passage 3 to 7, however many studies have found that the passaging process inadvertently alters MSC biology and function^13–18^. To date, changes identified by culturing MSCs at increasing passages include alterations to DNA damage response, senescence, multipotent potential and immunomodulatory properties^13–18^. Others have shown that an increase in the passage number does not significantly impact the immunoprivilege of MSCs^23^. However, no study has directly compared changes between primary MSCs and MSCs after one passage. Here we provide unique insight into culture-induced molecular changes in MSCs following just a single passage.

Previous studies have demonstrated that MSCs have limited proliferative potential in vitro and undergo senescence with increasing cell passages^13,15^. However, it should be noted that these studies examined the biological aging of MSCs when the cells were already under maintenance in an in vitro setting. In contrast, our study explored the molecular impact of cell culture on MSCs using primary MSCs and cultured MSCs. In fact, we observed a clear distinction in the molecular signatures of cultured MSCs and primary MSCs, particularly in upregulation of genes involved in ‘cell cycle’, ‘cell division’ and ‘DNA replication’ in cultured MSCs, suggesting that MSC turnover is increased following early passage in vitro. Our results identified that just 10 days in culture induced the upregulation of genes associated with cell cycling. *Ccna2* and *Anln* are responsible for cellular proliferation and were the most significantly upregulated genes associated with ‘cell cycle’ and ‘cell division’ biological processes^24,25^. In support of this, we also found that the number of the cultured MSCs after 10 days in culture (average of 1,03,250 cells per mouse) was approximately 27-fold higher than the number of the primary MSCs (average of 3850 cells per mouse). Further studies should be conducted to further investigate the mechanistic role of these genes in this setting and exploit the strategy of genetically manipulating *Ccna2* and *Anln* in vitro to overcome MSC senescence with increasing cell passages. In addition, western blot analysis could also be conducted to evaluate changes in the signaling molecules associated with cell cycle and cell division, such as cyclins, PCNA and Ki67.

Another important characteristic of MSCs is their trilineage differentiation potential. Whilst we previously confirmed that cultured MSCs can differentiate into osteoblasts, adipocytes and chondrocytes, our transcriptomic analyses suggest that differentiation potential may vary between primary MSCs and cultured MSCs^26^. For example, GO enrichment analysis identified that genes associated with ‘osteoblast differentiation’, ‘ossification’ and ‘bone mineralization’ were downregulated in cultured MSCs. A reduction in MSC osteogenic potential has previously been noted following long-term culture^15,17^. However, our data provide striking evidence that the osteogenic potential of MSCs may be compromised as early as following a single passage in culture. Interestingly, one study has successfully demonstrated the feasibility of preconditioning MSCs with cytokines (e.g., tumor necrosis factor-alpha) to promote osteogenesis^27^. These findings are clinically important as MSCs are being trialled for their potential to regenerate bone in human subjects^28^.

GO enrichment analysis also identified changes to the adipogenic- and chondrogenic-lineage potentials of MSCs following culture. While contention remains regarding the effect of long-term culture on the adipogenic potential of MSCs, our data suggest that culturing MSCs could potentially impair adipogenesis after just one passage^15,17,29^. Furthermore, genes classified as negative regulators of chondrocyte differentiation were downregulated in cultured MSCs, indicating a possible differentiation bias towards the chondrocyte lineage. However, others have reported reduced chondrogenic potential in MSCs following long-term culture, indicating that any bias towards the chondrocyte lineage may only be short-lived^29^. Future studies could validate the effect of cell culture on the differentiation potential of primary MSCs by performing tri-lineage differentiation assays. In addition, the self-renewal capacity of MSCs could also be investigated by comparing the colony-forming unit ability of primary MSCs and cultured MSCs.

MSCs are also capable of regulating the proliferation and activation of immune cells, thereby modulating the body’s response to injury and illness^30,31^. Many studies are currently exploring the role of MSC immunomodulation in disease and for the treatment of immune disorders^32^. However, long-term culture can impair the immunosuppressive capabilities of MSCs^18^. Corroborating these findings, we identified that genes downregulated in cultured MSCs were enriched for biological processes including ‘response to bacterium’, ‘immune response’ and ‘complement activation’, indicating that impairment of the immunomodulatory ability of MSCs may be altered after just 10 days in culture. For example, a gene found to be downregulated in cultured MSCs was *Enpp2,* which encodes for autotaxin. Autotaxin is known to mediate lymphocyte migration, thus supporting the proposition that its downregulation may impair MSC immunomodulation^33^. Future studies could validate the immune modulatory properties of primary MSCs and cultured MSCs by priming these cells with cytokines such as IFN-γ, TNF-α, and IL-1β, and subsequently assess changes in the production/secretion of functional factors that regulate immune responses.

Interestingly, the impact of cell culture on the molecular signature of MSCs have also been demonstrated in several studies involving the use of MSCs derived from human bone marrow. For instance, genes involved in regulation of the complement cascade (*SERPING1*), antitumoral immunity (*OAS2*) and osteogenesis (*ALPL*) were found to be downregulated in cultured adherent human bone marrow-derived MSCs compared to primary human bone marrow-derived MSCs^34^. In addition, separate studies have shown that uncultured human bone marrow-derived CD45^low^CD271^+^ MSCs demonstrate distinct transcriptional differences compared to cultured bone marrow-derived MSCs^35,36^. These data from primary human bone marrow MSCs corroborate our findings from murine bone-derived MSCs, supporting the impact of culture-induced molecular changes on MSCs.

Another area of interest is the impact of culture methodologies on MSC biology. Unlike human bone marrow, murine MSCs are not easily isolated from bone marrow aspirates by plastic adherence due to contaminating hematopietic cells. However, the discovery that MSCs are found lining the inner surface of compact bones has given rise to a new method where murine MSCs can be directly isolated from bones cleared of bone marrow, including one pioneered by Zhu et al. where MSCs were successfully isolated from collagenase II-digested bone fragments in vitro^37^. Although this method can remove contaminating hematopoietic cells, it is worth noting that this would involve multiple cell passages which could inadvertently affect MSC biology. Therefore, this necessitates further protocol refinements in the future. In addition, several studies have examined the influence of technical variables including culture medium, dynamic culture, 3-dimensional (3D) culture and oxygenation on MSC biology^38–45^. For instance, a previous study has shown that high levels of oxygen exposure can alter multilineage differentiation capacity of primary bone marrow-derived mouse MSCs, as well as inducing cellular stress, growth arrest and apoptosis via p53 activation^46^. Whilst our study did not specifically examine whether atmospheric oxygen can affect the physiology of long bone-derived MSCs and p53 activity, this remains an avenue for future investigation. Remarkably, dynamic culture systems, preconditioning with cytokines and the use of 3D scaffolds has been found to improve the osteogenic differentiation potential and/or immunomodulatory capabilities of cultured MSCs, which highlights the importance of optimizing culture methodology^41,47–49^. It is also worth noting that there is a lack of consensus with regards to defining MSCs based on surface markers. For instance, some studies define populations of MSCs based on the expression of LEPR and Nestin, while we defined our bone-derived MSCs based on Sca-1 and PDGFRα^19,50,51^. Therefore, consensus regarding a standardized protocol for MSC definition and culture will be beneficial for stem cell research going forward.

A key limitation of our current study is the difficulty of obtaining high numbers of primary MSCs for bulk RNA sequencing via fluorescence-activated cell sorting (FACS) due to the rarity of this population. While we managed to obtain a total of four cultured MSC samples from culturing heterogenous bone cells prior to FACS, we sorted and pooled primary MSCs from four mice and six mice respectively, which only yielded two biological samples for the primary MSC group. Future studies could utilize next-generation sequencing techniques, such as single cell RNA sequencing to overcome this limitation. It is also important to note that our study can only delineate the molecular mechanisms, rather than biological properties using conventional assays due to the fundamental difference between in situ-derived primary MSCs and in vitro-derived cultured MSCs. These differences may also be reflected by the notion that MSCs reside in BM niches where crosstalk among MSCs and niche cells influence their biology, in contrast to mono-cultured MSCs which are deprived of this critical influence. Preclinical experiments which utilize cultured MSCs may therefore not accurately recapitulate in vivo phenotypes and thus consideration of this caveat should be made when interpreting results.

In conclusion, this study provides insight into the molecular changes of murine MSCs after a single passage in culture. Our findings provide a foundation from which we can optimize MSC culture methodology to maintain the characteristics of primary MSCs and investigate the impact of culture-induced changes on the therapeutic efficacy of MSCs in the clinic.

## Methods

### Isolation and staining of mesenchymal stem cells

Ten-week-old female C57BL/6J mice were euthanized by isoflurane followed by cervical dislocation. All animal experiments reported in this study were conducted in accordance with ARRIVE guidelines, and all other experiments were performed in accordance with relevant guidelines and regulations. Long bones (tibias and femurs) were excised and bone marrow cells were flushed out and discarded. Bones were then fragmented, followed by enzymatic digestion with 1.5 mg/ml collagenase type IV (Worthington biochemical corp.) and 0.1 mg/ml DNase I (Sigma–Aldrich) at 37 °C for 60 min under mechanical agitation, in accordance with previously published protocols^26^. Bone digests were then cleared of bone fragments via filtration with 100 μm cell strainers (Corning) to obtain a mixed cell population in suspension. The heterogenous bone cell population was resuspended in 5% fetal calf serum in phosphate buffered saline (FCS/PBS). To obtain primary mesenchymal stem cells (MSCs), cells were stained with BD horizon fixable viability stain 700 (BD biosciences) to exclude non-viable cells. This was followed by staining with mouse CD45-PerCP-Cy5.5 and Ter119-PerCP-Cy5.5 antibodies to exclude hematopoietic cells, and mouse CD31-FITC antibody to exclude endothelial cells. Primary MSCs were then identified by staining with mouse Sca-1-BV510 and PDGFRα-APC antibodies, and isolated using fluorescence-activated cell sorting (FACS)^52^. To obtain cultured MSCs, the heterogenous bone cell population was first cultured in MesenCult^™^ basal medium (#05,514, stem cell technologies) supplemented with 100 Units/ml penicillin, 100 μg/ml streptomycin (Thermo Fisher Scientific), 1% l-glutamine (Thermo Fisher Scientific), 10% MesenCult^™^ supplement (#05515, stem cell technologies) and 0.1% MesenPure^™^ (#05500, stem cell technologies) for 10 days in T25 flasks (Thermo Fisher Scientific). Adherent cells were then washed with PBS and enzymatically detached via TrypLE™ express enzyme (Thermo Fisher Scientific). Cells were then resuspended in 5% FCS/PBS, followed by staining with the same antibodies to identify and sort the cultured MSCs. All antibodies for flow cytometry were obtained from BD Biosciences, except for PDGFRα-APC (eBioscience). Following isolation by FACS, both the primary MSCs and cultured MSCs were lysed with RLT lysis buffer (Qiagen) and stored at − 80 °C until RNA extraction. The gating strategy for the isolation of primary MSCs and cultured MSCs is shown in Fig. 1.

### RNA sequencing of MSCs

For RNA extraction and sequencing, we pooled 12,000 cells from four mice and 28,000 cells from six mice to yield two biological replicates of primary MSCs. For cultured MSCs, we obtained four biological replicates ranging from 1,35,000–2,74,000 cells; each replicate was derived from two mice following culture. RNA sequencing was performed in accordance with previously published protocols^26^. In brief, total RNA was extracted from cell lysates using a RNeasy micro kit (Qiagen). The quality and quantity of RNA samples was determined using an Agilent 2100 bioanalyzer to confirm an acceptable RNA integrity number (> 6.5). Samples were then sent to BGI genomics, Hong Kong for sequencing and data pre-processing. RNA amplification and cDNA production was conducted using the SMART-Seq v4 ultra low input RNA kit (Takara Bio), utilizing the same amount of input RNA from each sample. Quality control and circularization of amplified products was performed, followed by 100 bp paired-end RNA sequencing using the BGISEQ-500 platform.

All data were processed and analyzed using Dr Tom software (BGI Genomics https://biosys.bgi.com/#/report/login), in accordance with previously published methods^26^. For quality control, reads containing the adaptor, unknown base N content greater than 5% and low-quality reads were removed from raw data using SOAPnuke software (v1.5.2, BGI). Clean reads (58–71 million/sample) were aligned to the reference genome (Mus_musculus, NCBI, version: GCF_000001635.26_GRCm38.p6) using HISAT2 (v2.0.4). Alignment to reference gene was conducted using Bowtie2 (v2.2.5). The gene expression level for each sample was calculated using RSEM (v1.2.8). Differentially expressed genes were defined (Log2FC|≥ 2, q-value ≤ 0.01) and calculated using the DEseq2 method. Principle component analysis, gene ontology enrichment analysis and gene set enrichment analysis (GSEA) were performed using BGI’s Dr Tom software as previously described^26^. For GSEA analysis, a |normalized enrichment score|≥ 1, nominal p-value ≤ 0.05 and false discovery rate q-value ≤ 0.25 were used as threshold values. Expression levels for all genes were normalized as fragments per kilobase of transcript per million fragments mapped (FPKM), which accounts for sequencing depth and gene length. Sequencing data were uploaded and are available in the gene expression omnibus (GEO) database under the accession number GSE240514.

### Quantitative reverse transcription polymerase chain reaction

For RT-qPCR, isolation and extraction of RNA was performed as described above. Biological replicates from seven mice for primary MSCs and from four mice following culture for cultured MSCs were obtained. cDNA was generated using SuperScript VILO master mix. To perform quantitative reverse transcription polymerase chain reaction (RT-qPCR), cDNA was prepared in a reaction mix of Taqman fast advanced master mix and the following TaqMan gene expression assays: *Ccna2 (*Mm00438063_m1), *Anln* (Mm00503748_m1), *Myoc* (Mm00447900_m1), *Igf1* (Mm00439560_m1), *Tmem119* (Mm00525305_m1), *Cfh* (Mm01299248_m1), *Enpp2* (Mm00516572_m1), *Col14a1* (Mm00805269_m1), *Thbs3* (Mm00449802_m1), *Mmp2* (Mm00439498_m) and *Hprt* (Mm03024075_m1). The CT value for each individual sample was normalized to *Hprt* and relative expression levels were calculated using the ∆∆CT method^53^. All reagents for cDNA synthesis and RT-qPCR reactions were obtained from Thermo Fisher Scientific. RT-qPCR was performed using QuantStudio 7 Flex real-time PCR system (Applied Biosystems).

### Statistical analysis

Statistical analyses were performed using Prism version 8.1.1 (Graphpad). For comparison between two groups, data were analyzed using the two-tailed unpaired student’s *t*-test. A p-value of ≤ 0.05 was considered statistically significant.

### Experimental model and study participants details

Ten-week old female C57BL/6J mice were obtained from the Animal Research Centre, Perth and housed under pathogen-free conditions. Mice were housed at 21–22 °C with 12 h light/dark cycle. All animal work conducted in this study was approved by the Telethon Kids Institute Animal Ethics Committee (AEC), under the following approval numbers and titles:

AEC#330: investigating the interaction between bone cells and leukaemia cells (approved 16/10/2017).

AEC#P2176: investigate the crosstalk between bone cells and leukaemia cells (approved 01/09/2022).

## Data Availability

RNA-sequencing data presented in this study can be found in the Gene Expression Omnibus database under accession number GSE240514.

How the deposited data were processed for this re-analysis (not part of the article)

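Gene expression was measured by RNA sequencing of sorted murine MSCs, in 2 libraries of primary MSCs and 4 of cultured MSCs. According to the authors, reads were cleaned with SOAPnuke, aligned to GRCm38.p6 with HISAT2 2.0.4 and to the reference gene set with Bowtie2 2.2.5, and gene levels were estimated with RSEM 1.2.8. The deposited table gives, for 17457 genes, the FPKM values that the authors computed for each library, as deposited with 2 decimals. It also gives 1 column of log2 fold changes of cultured over primary MSCs, which the authors computed, per the methods with DESeq2, before the table was deposited. It holds no read counts and no p-values, so a test on counts could not be run and the reads behind a single FPKM value are unknown. The study's RT-qPCR data come from separate samples and were not analysed here.

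Gene IDs were matched to a GRCm38.p6 gene table, which held 17402 of them (99.68%), and coordinates were taken from it. Genes with at least 1 FPKM in at least 2 libraries (11405) were compared between the groups with limma 3.58.1 in R 4.3.3, using log2(FPKM + 0.1), a linear model of the 2 groups and moderated variances with a trend. Adjusted p values are Benjamini-Hochberg values over all genes tested. The paper's thresholds, a q-value of at most 0.01 and a log2 fold change of at least 2 in size, were applied for counts of differentially expressed genes, and an adjusted p under 0.05 for genes said to have risen or fallen. The residual degrees of freedom were 4, and an exact permutation test of 4 libraries against 2 cannot give a p under 0.0667.

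The test was tried on simulated data, with 50 genes changed by each of 4 sizes in a set of 11405 genes. Of the genes changed by a log2 of -3 and 3, 98% and 100% were recovered. Of those changed by -1 and 1, 50% and 68% were recovered. Of 168 calls, 10 were false. The simulation changed 200 genes, kept genes independent, gave both groups the same spread and left the median gene unshifted. The real data differ in these points, so the rates need not hold for them.

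Gene lists were written from general knowledge, not taken from KEGG or the Gene Ontology. There were 20 lists for processes named in the paper, 16 for other processes and 14 of cell type markers, and the list of B and T lymphocytes was too weakly expressed to be tested. Each list was compared with all other genes by camera, from limma, with its preset correlation between genes of 0.01. The adjustment covered the lists of the paper's and the other processes together and the cell type lists apart. Results with an estimated correlation, from fry, from fgsea 1.28.0 on signal-to-noise ratios and from Fisher's exact test were also computed. A list's median is given relative to the median log2 fold change of all genes, 0.45.

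Genes named are those the paper names in its text or in Fig. 2C, the sort markers and the reference gene of the RT-qPCR, the 10 largest rises and the 10 largest falls, for each list the 4 genes with the largest change in its main direction and the 2 in the other, and the 2 most abundant genes of each cell type list. Some of these genes are not reported here. The lists, this rule, the tests and the alternatives were set before the data were examined, apart from those named as later choices.

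The alternatives were pseudocounts of 0.01 and 1, no filter, a mean of at least 1 FPKM as the filter, quantile normalization, rescaling to TPM, median ratio scaling, limma without a trend, with robust moderation and with array weights per group, the replicate number as a block, and leaving out each library in turn. Where primary MSCs were left with 1 library, it was assumed to vary like the cultured libraries. Later choices were a scaling that adds the constant offset of the authors' fold changes, and principal components with libraries as variables. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.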

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

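The spread of the length test over the libraries and the test of ribosomal protein genes under median ratio scaling were chosen only after the result was seen, and the shift of the median with TPM and median ratio scaling had been seen before the test of abundant genes. Tallies adjusted over the list alone differed from those given by at most 2 genes.

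Genes of glycolysis rose together in cultured MSCs. Of 21 tested, 20 rose and none fell, with a median 1.77 above that of all genes (camera, adjusted p = 1.81e-06, and 0.103 with an estimated correlation). Pgk1, a kinase of glycolysis, had 90.7 ± 6.21 FPKM in primary MSCs and 656 ± 43.6 in cultured MSCs, and Pfkl had 18.8 ± 1.92 FPKM in primary MSCs and 159 ± 13.9 in cultured MSCs. Of 40 genes of the ATF4 response, which answers amino acid shortage and stress in the endoplasmic reticulum, 32 rose and 3 fell (median 1.27 relative to all genes, adjusted p = 1.82e-05, and 0.118 with an estimated correlation). Chac1 had 3.87 ± 1.87 FPKM in primary MSCs and 82.5 ± 10.1 in cultured MSCs, while Nupr1 fell, with 2612 ± 827 FPKM in primary MSCs and 473 ± 48.4 in cultured MSCs. The list shares Psat1 and Phgdh with that of amino acid synthesis.

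Markers of fibroblasts across tissues had the largest fall of the lists outside the paper's processes and the cell types. Of 28, 23 fell and 3 rose (median -4.23 relative to all genes, adjusted p = 1.94e-15, and 0.0507 with an estimated correlation). Penk, the proenkephalin gene, rose, with 55.6 ± 15.9 FPKM in primary MSCs and 475 ± 63.6 in cultured MSCs. Of 22 genes of Wnt ligands and antagonists, 12 fell and 6 rose, or 3 rose with median ratio scaling (median -1.72, adjusted p = 2.58e-04, and 0.0856 with an estimated correlation). Dkk2, an antagonist of Wnt signalling, had 9.66 ± 1.71 FPKM in primary MSCs and 0.125 ± 0.0526 in cultured MSCs.

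Immediate early genes and genes of stress during tissue dissociation were higher in primary MSCs. Of 35, 21 fell in cultured MSCs and 4 rose (median -1.49, adjusted p = 2.82e-08, and 0.282 with an estimated correlation). Fosb had 57.5 ± 32.1 FPKM in primary MSCs and 1.36 ± 0.468 in cultured MSCs, and Atf3 had 78.1 ± 21.0 FPKM in primary MSCs and 3.94 ± 0.837 in cultured MSCs, while Ccn1 rose, with 451 ± 181 FPKM in primary MSCs and 1532 ± 208 in cultured MSCs. Primary MSCs were sorted directly after digestion of the bone with collagenase and cultured MSCs after release with TrypLE, and no explanation was tested.

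Markers of other cell types also changed. Of 5 tested osteoclast markers, 4 fell (median -3.62, adjusted p = 0.00251, and 0.266 with an estimated correlation), among them Acp5, with 149 ± 33.6 FPKM in primary MSCs and 6.51 ± 1.10 in cultured MSCs, and Ctsk, with 570.3 ± 86.8 FPKM in primary MSCs and 262 ± 12.2 in cultured MSCs. The erythroid list had a median of -7.99 (adjusted p = 0.00516, and 0.210 with an estimated correlation), with Hba-a1 at 88.7 ± 35.0 FPKM in primary MSCs and 0.140 ± 0.218 in cultured MSCs, although cells with Ter119 were gated out. Of 6 endothelial markers, 3 fell and 1 rose (median -2.06, adjusted p = 0.0449, and 0.266 with an estimated correlation), with Ramp2 at 104 ± 24.9 FPKM in primary MSCs and 4.60 ± 1.64 in cultured MSCs and Eng at 28.5 ± 8.25 FPKM in primary MSCs and 27.4 ± 3.25 in cultured MSCs. The endothelial call was lost without cultured replicate 1 (adjusted p = 0.0592), primary replicate 1 (0.0697) or primary replicate 2 (0.210), and with quantile normalization (0.147), TPM (0.0689), median ratio scaling (0.168), the authors' offset (0.148), a pseudocount of 0.01 (0.051), no trend (0.0514) and array weights (0.0628). The osteoclast call was lost with no filter (0.0657) and the erythroid call with median ratio scaling (0.0554).

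Markers of skeletal cells fell on balance. Osteoblast and osteocyte markers had a median of -1.40 (adjusted p = 0.0377, and 0.533 with an estimated correlation), with Col1a1 at 6259.9 ± 439 FPKM in primary MSCs and 3133 ± 348 in cultured MSCs. That call was lost without primary replicate 1 (0.0773), with no filter (0.0674), a mean of at least 1 FPKM (0.0622), quantile normalization (0.2), TPM (0.0689), median ratio scaling (0.172) and the authors' offset (0.148). Chondrocyte markers had a median of -1.50 (adjusted p = 0.00208, and 0.533 with an estimated correlation) and those of tendon and ligament of -3.56, or -0.97 and -2.60 without the genes that the paper names. Angptl7, a tendon gene, had 3551 ± 248 FPKM in primary MSCs and 1219 ± 161 in cultured MSCs.

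Lone values among the cultured libraries were tested with Dixon's test in 162 genes named here or by the paper. Chance meets it in about 1 of 20 genes with continuous values, and 13 genes met it. In replicate 1 these were Col1a1 (2615 FPKM), Hmmr (23.3), Ifi44 (4.09), Msx2 (3.42) and Npr1 (0.06). In replicate 3 they were Acp5 (8.15), Il1rn (20.1), Pgk1 (591), Ptger3 (0.20) and Hba-a2 (0.18). In replicate 4 they were Angptl1 (0.26), Cyp2f2 (0.02) and Mstn (0.06). The lone values of Npr1, Ptger3, Cyp2f2, Mstn and Hba-a2 lie near the floor of the rounded FPKM values. The chance rate need not hold for these genes. For Npr1 and Ptger3 the other cultured libraries were listed at the floor, so a lone value of any size meets the test.

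Macrophage and monocyte markers rose, with a median 3.22 above that of all genes (camera, adjusted p = 0.0157, and 0.566 with an estimated correlation). Their most abundant genes in cultured MSCs, Lyz2 and Cd68, had log2 fold changes of 3.28 and 2.56, although the gate removed cells with CD45. Low values of all weakly expressed genes in cultured replicate 3 are argued against, since 29.8% of 7183 genes had their lowest cultured value there. Of a second list of leukocyte genes, 84.2%, 32 of 38, had it there, including 29 of the 31 with a primary mean under 1 FPKM (primary MSCs express the other 7 at 1 FPKM or more, and 2 of the list are also in other lists). RNA of macrophages that passed the gate may therefore contribute in cultured MSCs, while expression by MSCs in culture was not tested and stays open.

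The median gene had a higher FPKM in cultured MSCs, by 0.45 on the log2 scale. A preference for short transcripts as the whole cause is argued against, since the third of the genes with the longest transcripts had a median of 0.35 (0.30 to 0.38 without one library). The median was 0.53 for the shortest and 0.43 for the middle transcripts, so a part of the shift through transcript length stays open. The 100 most abundant genes held 42.8% of the FPKM sum in primary MSCs and 32.1% in cultured MSCs, and this larger share as the cause stays open too. After rescaling to the genes outside the 158 most abundant ones the median of all genes was 0.0269, but this rescaling centres nearly all genes tested and so decides nothing. A change of expression in culture was not tested and stays open.

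Ribosomal protein genes rose by more than the median gene. They exceeded genes matched in transcript length and level by a median of 0.75, which argues against a preference for short transcripts as the whole cause. The matched genes left out those of the respiratory chain, which also rose, and the closeness of the matches was not checked. A part of the rise through transcript length therefore stays open. The median of the ribosomal protein genes was 0.76 with median ratio scaling, but a factor per library shifts nearly all genes alike. That value restates the excess over the median gene, so it decides nothing about the scaling. Reads of pseudogenes were not tested. A change with culture stays open as a hypothesis.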

How the results depend on the processing

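The scaling with the authors' offset and the principal components with libraries as variables were chosen only after the result was seen.

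The counts of genes past the paper's thresholds stayed within 1.5 times those of the main fit, 954 higher and 679 lower, in the alternatives run except with a pseudocount of 1, where 524 were higher and 426 lower. Without 1 library, between 895 and 1005 were higher and between 656 and 682 lower. More genes were lower than higher with quantile normalization, median ratio scaling and the authors' offset. With the replicate number as a block, a fit with 1 residual degree of freedom, 893 were higher and 671 lower. The numbers give no pairing of mice. After group means were removed cultured replicate 1 correlated with primary replicate 1 at 0.121 and cultured replicate 2 with primary replicate 2 at 0.0519. Cultured replicate 4, which has no primary counterpart, correlated with primary replicate 2 at 0.105. The deviations of the 2 primary libraries mirror each other, so these values decide nothing about a pairing.

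The first principal component held 86.9% of the variance with a pseudocount of 0.01, 80.3% with no filter, 56.6% with row z-scores, 77.9% with libraries as variables and 88.8% to 91.8% without 1 library.

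With an estimated correlation none of the 19 called lists for the paper's processes passed camera. The adjusted p was 0.0507 for the immune response, 0.059 for cAMP signalling, 0.0804 for chondrocyte differentiation, 0.0856 for cell cycle, amino acid synthesis, mineralization and ECM organization, 0.0871 for p53 signalling and complement, 0.103 for the kinetochore, the spindle and fat cell differentiation, 0.113 for osteoblast differentiation, 0.118 for RNA transport and ECM receptors, 0.142 for adhesion, 0.177 for DNA replication, 0.185 for cytokines, 0.282 for ribosomal proteins. The estimated correlation is taken from few libraries, and the cause was not tested. All 19 called lists passed in the same direction with fgsea, which makes no allowance for correlation between genes, and all but cytokines with fry. For the cell cycle the adjusted p was 3.2e-35 with fgsea and 7.32e-06 with fry.

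The call for cytokines was lost with quantile normalization (0.123), median ratio scaling (0.201) and the authors' offset (0.162), and that for complement with median ratio scaling (0.0642). With fry, which does not compare a list with other genes, cytokines went the other way (0.126), as did cGMP-PKG signalling (0.623) and the NF-kB list (0.726). The cGMP-PKG list passed without a trend (0.0471), with fgsea (0.0167) and without primary replicate 2 (0.0305), and ranged up to 0.195 without another library. The cause was not tested.

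Tallies within lists moved with the scaling. With median ratio scaling 5 genes of bone mineralization rose and 30 fell, 29 of p53 signalling rose and 10 fell, 50 of RNA transport rose and 7 fell, 5 of the NF-kB list rose and 14 fell, 2 of MHC class I presentation rose and 11 fell, 3 interferon-stimulated genes rose and 18 fell, 35 of amino acid synthesis rose and 3 fell, 2 that restrain chondrocyte differentiation rose and 15 fell, 14 targets of YAP and TEAD rose and 6 fell, 3 of Wnt ligands and antagonists rose and 12 fell, and 5 Hox and limb position genes rose and 4 fell.

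Calls of other lists depended on the test as well. Interferon-stimulated genes did not pass with fry (0.163), nor MHC class I presentation with fgsea (0.0658). Targets of YAP and TEAD passed with fgsea (0.00488) and fry (2.01e-05), senescence genes with fgsea (0.0428) and fry (7.61e-04), and Schwann cell and neuron markers with no filter (0.0129). The cause was not tested.

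Lists that did not pass changed direction in some alternatives. Hox genes did so with no filter (0.894), fgsea (0.943) and fry (1.75e-04), and senescence genes without primary replicate 2, in a range of 0.274 to 0.848 over the libraries left out. Skeletal muscle did so with no filter (0.290) and without cultured replicate 1 (range 0.820 to 0.978). Smooth muscle did so with quantile normalization (0.894), TPM (0.998), median ratio scaling (0.875), array weights (0.897), the authors' offset (0.887) and without primary replicate 1 (range 0.785 to 0.981). Adipocyte markers did so with quantile normalization (0.863), median ratio scaling (0.788) and the authors' offset (0.862). The cause was not tested.

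Of 160 genes named here or by the paper that passed at an adjusted p under 0.05, 158 kept their direction and passed in every alternative run. The exceptions were Adipoq, without primary replicate 1, and Lcn2, with median ratio scaling, array weights, the authors' offset and without primary replicate 1. Many of the 160 genes were named for the size of their change in these data. This favours such stability, which does not speak for other genes. The deposited values hold no counts, so no limit from depth is given for weakly expressed genes.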

Differences from the paper's values

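The paper gives 1213 genes as downregulated, and 679 were lower here at the same thresholds, with limma on FPKM in place of DESeq2. The authors' deposited fold changes were at most -2 in 2104 genes, of which 867 passed the FPKM filter used here. The paper's 1213 therefore hold genes that were not tested here. Of the alternatives set before the data were examined, no filter and median ratio scaling came within 1.5 times of the paper's count and the other 15 did not.

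The log2 fold changes of 9 genes given in the paper's text had the same direction here and differed in size by more than the replicates' spread. For Ccna2 the value was 4.01 and the paper's 3.69, which quantile normalization alone of the alternatives set before the data were examined brought within the spread. For Anln it was 4.85 and the paper's 4.53. Igf1 fell by 3.03 and in the paper by 3.44, Tmem119 by 3.06 and in the paper by 3.44, and Thbs3 by 6.78 and in the paper by 7.24. For these 4 genes quantile normalization and median ratio scaling came within the spread and the other alternatives did not. Mmp2 fell by 3.13 and in the paper by 3.51, which median ratio scaling alone came within. Col14a1 fell by 7.35 and in the paper by 8.11, which none of the alternatives came within.

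Myoc fell by 10.01 and in the paper by 10.46, and came within the spread with a pseudocount of 0.01, quantile normalization, TPM, median ratio scaling and without cultured replicate 1, 2 or 3 or primary replicate 1. Enpp2 fell by 4.19 and in the paper by 4.59, and came within it with quantile normalization, TPM, median ratio scaling and without cultured replicate 1. The other alternatives did not bring these 2 genes within it. For Myoc the fall was 9.99 with quantile normalization and 10.0 without cultured replicate 3. In these settings the spread was wider and the gap no smaller. The log2 ratio of mean FPKM with a constant offset of -0.39, a scale chosen after seeing the values, came within 0.03 of the authors' deposited fold changes of these 9 genes.

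The second principal component held 6.27% of the variance here and about 21% in Fig. 2B, where the share is printed. Of the alternatives set before the data were examined, row z-scores came within 1.5 times of it and the other 13 did not. With libraries as variables and FPKM of all 17457 genes, chosen after seeing the values from 4 constructions, the first 2 components held 77.86% and 21.32%, which match the shares printed in the figure. The groups then part on the second component, with loadings of 0.22 to 0.24 for cultured and -0.63 for primary libraries.

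Folds of cultured over primary MSCs relative to Hprt, from FPKM, were set beside the paper's RT-qPCR, which used other samples and was read by eye. Ccna2 had 6.62, and about 5.7 in Fig. 4C, which was not counted as a difference. Anln had 12.1, and about 3.5 in Fig. 4C. Igf1 had 0.0471, and about 0.25 in Fig. 5C. By the same figure, Tmem119 had 0.0471 and about 0.09 in the paper, Enpp2 0.0208 and about 0.09 in the paper, Mmp2 0.0451 and about 0.12 in the paper, and Col14a1 0.00188 and about 0.07 in the paper. Each of these genes changed in the same direction by both measures. No alternative was run for these folds.

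The paper reports cGMP signalling as downregulated. The paper's GSEA allowed a higher false discovery rate than the 0.05 applied to lists here. The list did not pass camera here (adjusted p = 0.0791, direction lower), and 41 of 96 genes rose and 24 fell. It passed with fgsea, without a trend and without primary replicate 2, and 22 rose and 39 fell with median ratio scaling. Fisher's exact test of its genes among those past the paper's thresholds gave an adjusted p of 0.0241 for the lower ones. The paper reports cytokine signalling as downregulated, and 40 of 99 genes rose and 36 fell here (33 rose and 43 fell with median ratio scaling). Camera called the list lower (adjusted p = 0.0197), a call lost with an estimated correlation (0.185), quantile normalization (0.123), median ratio scaling (0.201) and the authors' offset (0.162). The cytokine list passed as lower with fgsea (normalized enrichment score -1.595, adjusted p = 0.00303). Fisher's exact test gave it an adjusted p of 1.62e-06 for the lower genes, or 9.79e-06 with median ratio scaling, and 0.0215 for the higher ones. Fig. 5A lists the response to hypoxia among downregulated processes. Here 17 of 26 genes of the hypoxia list rose and 3 fell at an adjusted p under 0.05. Past the paper's thresholds 9 of them were higher and 0 lower (Fisher's exact test, adjusted p = 0.000588 for the higher ones). The figure rests on a Gene Ontology set, while the list here was written from general knowledge, so the genes compared differ. The paper names Ccna2 and Anln as the most significant cell cycle genes, and here they ranked 4 and 5 by p among the 71 tested, after Cdca3, Birc5 and Plk1, of which Birc5 was named after its values were seen.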

Other observations

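No test here was chosen only after the result was seen, except the offset of the authors' fold changes.

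Genes of the response to hypoxia rose on balance in cultured MSCs (median 0.98 above that of all genes, camera, adjusted p = 0.00606, and 0.312 with an estimated correlation). Adm (adrenomedullin) had 24.3 ± 15.5 FPKM in primary MSCs and 249 ± 24.3 in cultured MSCs, and Ero1a had 6.82 ± 2.52 FPKM in primary MSCs and 73.2 ± 6.84 in cultured MSCs, while Egln3 fell, with 15.0 ± 6.07 FPKM in primary MSCs and 5.86 ± 0.979 in cultured MSCs. Genes of the actin cytoskeleton and myofibroblasts rose in 25 of 33 cases and fell in 4 (median 0.91, adjusted p = 0.00324, and 0.193 with an estimated correlation), with Acta2 (smooth muscle actin) at 20.2 ± 10.1 FPKM in primary MSCs and 298 ± 14.4 in cultured MSCs and Postn (periostin) at 67.5 ± 23.0 FPKM in primary MSCs and 3.30 ± 0.582 in cultured MSCs. Of 24 genes of cholesterol synthesis and uptake, 20 rose and 1 fell (median 0.78, adjusted p = 0.00206, and 0.113 with an estimated correlation), with Cyp51 at 9.32 ± 1.39 FPKM in primary MSCs and 30.1 ± 1.81 in cultured MSCs. Of 55 genes of oxidative phosphorylation, 50 rose and none fell (median 0.33, adjusted p = 8.39e-06, and 0.332 with an estimated correlation), with Ndufa4 at 199.7 ± 6.46 FPKM in primary MSCs and 550.5 ± 61.0 in cultured MSCs. With median ratio scaling 31 rose and 3 fell.

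Of 28 factors of the haematopoietic niche, 14 fell and 6 rose (median -0.93, adjusted p = 6.59e-04, and 0.103 with an estimated correlation), and Angpt1 (angiopoietin 1) rose, with 1.25 ± 0.240 FPKM in primary MSCs and 6.59 ± 0.407 in cultured MSCs. Of 32 interferon-stimulated genes, 13 fell and 5 rose (median -0.88, adjusted p = 6.2e-04, and 0.332 with an estimated correlation), with Ifi27l2a at 55.9 ± 32.0 FPKM in primary MSCs and 6.27 ± 3.28 in cultured MSCs and Ifi44, which rose, at 0.285 ± 0.361 FPKM in primary MSCs and 3.34 ± 0.503 in cultured MSCs. Of 27 genes of NF-kB and inflammatory cytokines, 9 fell and 8 rose (median -0.57, adjusted p = 0.0359, and 0.450 with an estimated correlation), with Nfkbia at 443 ± 255 FPKM in primary MSCs and 51.1 ± 6.14 in cultured MSCs. That call was lost without cultured replicate 2 (adjusted p = 0.0512) or primary replicate 1 (0.173), and with no filter (0.089), quantile normalization (0.123), TPM (0.0562), median ratio scaling (0.163), the authors' offset (0.140) and fgsea (0.689). Of 18 genes of MHC class I presentation, 7 fell and 4 rose (median -0.53, adjusted p = 0.0190, and 0.282 with an estimated correlation), with H2-T23, whose reads are hard to tell from those of related genes, at 116 ± 11.9 FPKM in primary MSCs and 29.7 ± 2.51 in cultured MSCs.

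Of 25 targets of YAP and TEAD, 15 rose and 4 fell, and the list did not pass camera (adjusted p = 0.304) but passed with fgsea (0.00488) and fry (2.01e-05), with Ankrd1 at 0.0600 ± 0.0566 FPKM in primary MSCs and 12.2 ± 1.37 in cultured MSCs. Of 29 genes of senescence and its secretions, 14 rose and 9 fell (adjusted p = 0.800, 0.0428 with fgsea and 7.61e-04 with fry), with the cell cycle inhibitor Cdkn2b at 2.67 ± 0.743 FPKM in primary MSCs and 69.7 ± 7.34 in cultured MSCs. Of 20 Hox and limb position genes, 9 rose and 4 fell (adjusted p = 0.800), or 5 and 4 with median ratio scaling, with Hoxc6 at 0.225 ± 0.0212 FPKM in primary MSCs and 4.30 ± 2.36 in cultured MSCs. Neutrophil (adjusted p = 0.528), skeletal muscle (0.950), smooth muscle and pericyte (0.950), Lepr-positive stroma (0.199) and Schwann cell and neuron markers (0.199) did not pass. Lcn2, a neutrophil marker, had 6.84 ± 2.60 FPKM in primary MSCs and 16.9 ± 6.17 in cultured MSCs, a rise that did not pass with median ratio scaling, array weights, the authors' offset or without primary replicate 1, and Rgs5, a pericyte marker, had 15.7 ± 7.98 FPKM in primary MSCs and 0.325 ± 0.189 in cultured MSCs.

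Hprt, the reference gene of the RT-qPCR, had 44.5 ± 2.25 FPKM in primary MSCs and 113 ± 3.5 in cultured MSCs, a log2 fold change of 1.34 (adjusted p = 7.71e-06), or 0.90 relative to the median of all genes. Serping1 and Alpl, mouse genes of the human symbols that the paper's discussion names, fell, with log2 fold changes of -6.98 and -2.92. Oas2, also named there, lay below the filter, at 0 to 0.21 FPKM in the cultured libraries and 0.15 and 0.74 in the primary libraries. Trp53 (p53) had 65.9 ± 8.38 FPKM in primary MSCs and 137 ± 5.54 in cultured MSCs.

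The authors' deposited log2 fold changes lay at a constant offset of -0.39 from the log2 ratio of mean FPKM over 7236 genes (5th to 95th percentile -0.46 to -0.35). With that offset 685 genes were higher and 835 lower. Of the 954 genes called higher here, 732 had an authors' fold change of at least 2, and all 679 called lower had one of at most -2. Among genes with an adjusted p under 0.05, 185 had the other sign in the authors' column.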
